# Conservation of context-dependent splicing activity in distant Muscleblind homologs

**DOI:** 10.1093/nar/gkw735

**Published:** 2016-08-23

**Authors:** Julia C. Oddo, Tanvi Saxena, Ona L. McConnell, J. Andrew Berglund, Eric T. Wang

## Abstract

The Muscleblind (MBL) protein family is a deeply conserved family of RNA binding proteins that regulate alternative splicing, alternative polyadenylation, RNA stability and RNA localization. Their inactivation due to sequestration by expanded CUG repeats causes symptoms in the neuromuscular disease myotonic dystrophy. MBL zinc fingers are the most highly conserved portion of these proteins, and directly interact with RNA. We identified putative MBL homologs in *Ciona intestinalis* and *Trichoplax adhaerens*, and investigated their ability, as well as that of MBL homologs from human/mouse, fly and worm, to regulate alternative splicing. We found that all homologs can regulate alternative splicing in mouse cells, with some regulating over 100 events. The *cis*-elements through which each homolog exerts its splicing activities are likely to be highly similar to mammalian Muscleblind-like proteins (MBNLs), as suggested by motif analyses and the ability of expanded CUG repeats to inactivate homolog-mediated splicing. While regulation of specific target exons by MBL/MBNL has not been broadly conserved across these species, genes enriched for MBL/MBNL binding sites in their introns may play roles in cell adhesion, ion transport and axon guidance, among other biological pathways, suggesting a specific, conserved role for these proteins across a broad range of metazoan species.

## INTRODUCTION

Splicing is a co- or post-transcriptional process in which the spliceosome catalyzes excision of introns, or non-coding regions, from a precursor RNA transcript while concomitantly joining exons, or coding regions. This structure of exons and introns enables the generation of multiple mRNA isoforms from a single gene through the exclusion and inclusion of exons and introns, leading to multiple protein isoforms. Alternative splicing is a process that contributes to the vast diversity observed in fungi, plant and animal proteomes. *Trans*-acting protein factors can function as regulators of alternative splicing by interacting with specific sequences, or RNA secondary structures, termed splicing regulatory elements, within the RNA transcript to regulate spliceosome recruitment to or interaction with splice sites. These regulators can act in a spatio-temporal and developmentally dependent manner to enhance or repress inclusion of alternative exons (1,2).

Muscleblind (MBL) is a conserved family of RNA-interacting proteins that regulate many aspects of RNA metabolism, including tissue- and development-specific activation or repression of alternative splicing (3). Plants, fungi and bacteria lack any protein that resembles MBL, so it appears that this family is exclusive to metazoans, evolving approximately 800 million years ago. Typically, invertebrates encode a single *MBL* gene, whereas vertebrates encode multiple *MBL* genes; humans and other mammals have three muscleblind-like (*MBNL1-3*) genes. For simplicity we will refer to all *MBL/MBNL* genes as muscleblind and use this term or MBL when discussing this family of genes/proteins. *MBNL1* and *MBNL2* are ubiquitously expressed in adult tissue, however, *MBNL1* is more highly expressed in muscle, and *MBNL2* in brain (4). *MBNL3* is developmentally regulated and is primarily expressed in placental tissue and in muscle satellite cells, playing roles in muscle regeneration and differentiation (5). The three human/mouse *MBNL* paralogs undergo alternative splicing, which affect localization and activity of the proteins. Human *MBNL1* contains 10 exons that can give rise to at least 10 different splice isoforms (6,7). In particular, we focus on the 41 kDa isoform of MBNL1, which contain exons 1–4, 6–8 and 10. *MBNL1* and *2* play a prominent role in the RNA repeat-expansion disease myotonic dystrophy (DM). In this disease, the sequestration of Muscleblind proteins to expanded CUG repeats leads to mis-splicing of several mRNAs, causing several DM symptoms (8). Mammalian MBL is also involved in other RNA metabolic processes such as regulation of gene expression (9,10), mRNA stability (11), alternative 3′ end processing (12), localization (13,14) and microRNA processing (15).

RNA binding by MBL proteins occurs through highly conserved tandem CCCH-type zinc finger (ZnF) domains (16). Many studies have strived to identify RNA motifs recognized by MBNL1 and the mechanism by which it binds to transcripts and regulates splicing. Fly (*Drosophila melanogaster*) MBL and human MBNL1 tend to bind YGCY (Y = C or U) containing RNA motifs (17,18). CLIP-seq and RNA Bind-n-Seq experiments have identified slightly more specific and sub-optimal motifs, including the 4mers GCUU and UGCU, with MBNL1 binding specificity characterized as YGCY + GCUU (14,19).

We analyzed sequence conservation and explored the splicing regulatory capacity of MBL proteins from *Ciona intestinalis* (CiMBL), *Trichoplax adhaerens* (TaMBL) and *Caenorhabditis elegans* (CeMBL), alongside human/mouse MBNL1 and *Drosophila* MBL. Using validated splicing reporter mini-genes in HeLa cells over-expressing MBL protein, we found that these homologs can regulate splicing of specific, exogenous pre-mRNAs. RNAseq experiments accessing global splicing regulation in mouse embryonic fibroblasts (MEFs) stably expressing MBL proteins showed that the homologs also regulate many endogenous targets. MBL proteins from human, *Ciona*, fly, worm and *Trichoplax* are present in the nucleus and cytoplasm. Cytoplasmic localization suggests extra-nuclear activity, which would further extend the functional conservation of non-human MBLs beyond that of splicing regulation. Studying distant MBL proteins may provide insight into ancestral or novel functions that have been conserved from *Trichoplax* to human MBNL proteins.

## MATERIALS AND METHODS

### Cloning, cell lines and splicing reporters

N-terminal HA-tagged DNA constructs encoding HsMBNL1, *Drosophila melanogaster* (DmMBL), CeMBL, CiMBL and TaMBL were cloned into the pCI plasmid (Promega) using standard cloning procedures. HA-tagged HsMBNL1 in pcDNA3 was previously cloned from MBNL1-eGFP (17) obtained from the laboratory of Maury Swanson. HA-DmMBL was cut directly out of a previously cloned construct of HA-DmMBL in pcDNA3 using Kpn1 and Xba1 and inserted into pCI. CeMBL DNA with N-terminal Bam H1 and C-terminal NotI restriction enzyme cut sites was synthesized by GenScript and received in pUC57 cloning vector. KpnI and XbaI restriction enzymes were used to insert Ha-CeMBL into pCI. CiMBL DNA with N-terminal HA-tag and EcoRI cut site and C-terminal Sal1 restriction enzyme cut sites was synthesized by GenScript and received in a pUC57 cloning vector. HA-CiMBL was inserted into pCI using EcoRI and SalI. TaMBL cDNA was generously provided by Dave Anderson (Thornton Lab, University of Oregon, USA). Ha-TaMBL was inserted into pCI using KpnI and XbaI restriction enzymes.

N-terminal GFP-tagged constructs encoding HsMBNL1, DmMBL, CeMBL, CiMBL and TaMBL were cloned into pAC156, a vector containing PiggyBac Transposon (20) sequences flanking an EF1α-driven puromycin cassette, as well as an EF1α promoter present to drive expression of the GFP-tagged construct (gifted by Albert Cheng). The In-fusion cloning system (Clontech) was used according to the manufacturers instructions, to clone the GFP-tagged constructs into pAC156. At 60% confluency, MEFs deficient in MBNL1/2, gifted by Maurice Swanson, were transfected with 2 µg plasmid encoding GFP-Muscleblind using TransIT (Mirus) and 500 ng of PiggyBac transposon to stably introduce GFP-Musclebind into the cells. After 24 h the cells were subjected to puromycin selection (2 µg/ml), allowed to recover for several days and sorted for similar GFP-expression. The cell lines were maintained in puromycin.

Reporter constructs used for the splicing assay were previously cloned; TNNT2 was gifted from laboratory of Thomas Cooper (21). ATP2A1 (22), *MBNL1* (23) (Figure 1C) and *INSR* were from Nicholas Webster (24) and Nfix, and Vldlr were from Manuel Ares, Jr. (10). The MBNL1 reporter used in Supplementary Figure S4A was previously created by us and described (25).

**Figure 1.**
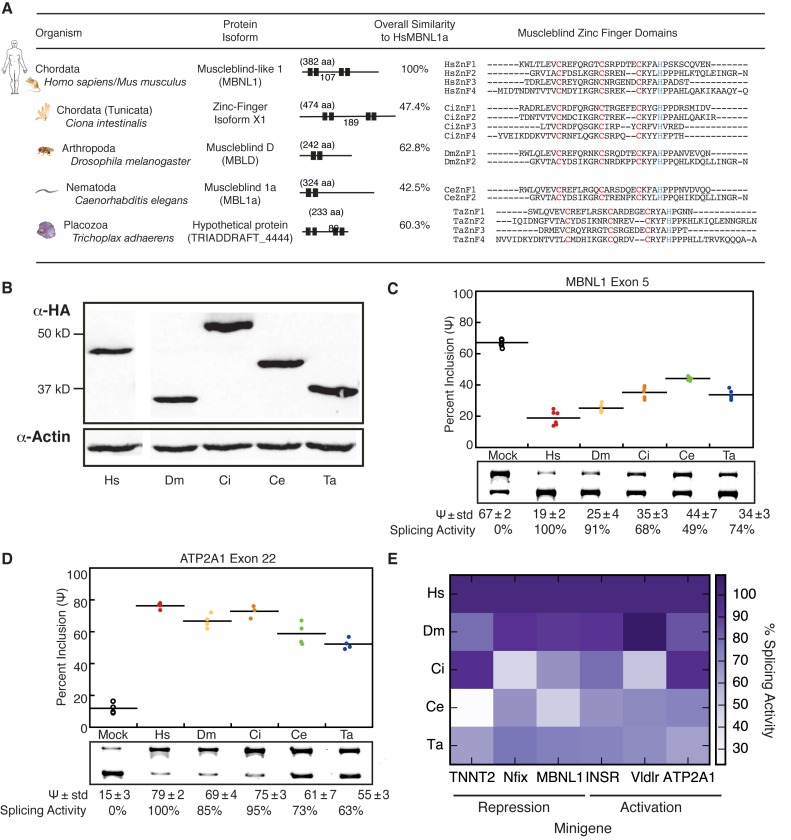
Distant Muscleblind (MBL) homologs regulate splicing in a transcript-dependent manner. (**A**) BLASTX searches, using human MBNL1 (HsMBNL1, identical to mouse MBNL1) as query, identified homologs in *Ciona intestinalis* (CiMBL), *Drosophila melanogaster* (DmMBL), *Caenorhabditis elegans* (CeMBL) and *Trichoplax adhaerens* (TaMBL). DmMBL is overall most similar to HsMBNL1 based on local alignment calculations. Zinc-Finger (ZnF) RNA-binding domains are highly conserved. (**B**) Transfected HeLa cells express similar levels of HA-tagged Muscleblind proteins. (**C**) MBL homologs can activate or repress splicing of a *MBNL1* exon 5 minigene or (**D**) *ATP2A1* exon 22 minigene with varying activity (shown as mean percent spliced in, or Ψ). (**E**) Non-HsMBNL1 splicing activity varies depending on the minigene substrate; darker purple represents higher activity. Splicing activity is displayed relative to HsMBNL1 splicing, where activity is represented as the percentage change in Ψ in the presence of the homolog relative to mock, divided by the percentage change in Ψ in the presence of HsMBNL1 relative to mock (n ≥ 4).

### Cell culture

HeLa cells were maintained as a cultured monolayer in Dulbecco's modified Eagle's medium (DMEM) + GLUTAMAX media supplemented with 10% fetal bovine serum (FBS) and 10% antibiotic-antimycotic (Gibco, Invitrogen). The cells were kept at a constant temperature of 37°C in a humidified incubator (5% CO_2_). MEF cells (gifted by Maury Swanson) were maintained in DMEM supplemented with 20% FBS, 5% penicillin/streptomycin and 2 µg/ml puromycin at 37°C and 5% CO_2_.

### Western blots

HeLa cells were lysed in RIPA lysis buffer (100 mM Tris pH 7.4, 300 mM NaCl, 10% NP40, 10% Na-deoxycholate, protease inhibitor, 200 mM PMSF, 10% SDS). Protein concentration was quantified using BCA reagent (Thermo Scientific) following manufactures instruction. Total protein lysates (5 µg) were loaded on 12% SDS-Page denaturing gel, electrophoresed for 40 min and transferred via a fast partial wet transfer (200 mA and 100 V for 2 h) to a 0.45 μm pore size nitrocellulose membrane (GE Water & Process Technologies). Following protein transfer, a Ponceau stain (Sigma-Aldrich) was performed in order to ensure proper transfer. TBST was used to wash the nitrocellulose. The blot was blocked for 4 min in 4% milk in TBST prior to administration of the primary antibody. All blots were exposed to primary antibody at a dilution of 1:1000 (antibody: 4% milk in TBST) overnight at 4°C and exposed to secondary antibody at a dilution of 1:2000 for 2 h at room temperature. HA-probe (F7) mouse polyclonal IgG antibody and actin (I-19) rabbit polyclonal IgG (Santa Cruz Biotech) primary antibodies were used.

MEFs grown to 80% confluence were scraped, re-suspended into lysis buffer (20 mM Tris pH 8.0, 200 mM NaCl, 2 mM MgCl_2_, 10% Glycerol, 1% NP40, EDTA-free protease inhibitor tablet (Roche, Mini, EASYpack), PhosSTOP phosphatase inhibitor cocktail tablet (Roche)), incubated 20 min on ice, spun down at 4°C for 10 min at 14 000 rpm. Supernatant was collected and concentration was accessed via Bradford assay. A total of 25 µg protein lysate was loaded on a NuPAGE Bis-Tris Gel (Novex, Life Technologies), electrophoresed and transferred to iBlot2 stacks (ThermoFisher). A ponceau stain confirmed transfer and equal protein loading/sample. Blots were blocked in 5% milk in TBST, exposed over night to primary antibodies (Ms MB1a from the CIND Monoclonal Antibody Resource 1:2000; Rb Anti-GFP (Abcam ab290, GR19763), 1:5000; Rb Anti-βactin (Cell Signaling, #4967S), 1:5000), washed thoroughly and exposed to appropriate secondary antibodies for 2 h at room temperature.

### Reporter splicing assay

HeLa cells were plated in 6-well plates at a density of 1.6–1.8 × 10^6^ cells/well. At 80–90% confluency, cells were co-transfected with 500 ng/well of splicing reporter and MBNL/MBL-encoding or GFP-encoding (mock) plasmid using Lipofectamine 2000 reagent (Invitrogen) in OPTI-MEM reduced serum medium (Gibco, Invitrogen). After 4 h, media was replaced with DMEM+ GLUTAMAX. After 18–24 h, cells were harvested with with TripleE (Gibco, Invitorgen). Experimental procedures follow those previously described (22). RNA was isolated via RNAEasy Kit (Qiagen) according to the manufacturer's instructions and 500 ng of RNA was DNAse-treated (RQ1 DNAse, New England Biolabs). DNAsed RNA [2 µl (100 ng)] was reverse transcribed (RT) with SuperScript II reverse transcriptase (Invitrogen), according to Invitrogen's protocol, except that half the amount of recommended amount of SuperScript II was used. cDNA was PCR amplified for 20–26 cycles using reporter-gene specific primers. PCR products (5 µl) were dyed (Sybr Green DNA loading dye, Invitrogen), resolved on a 6% native acrylamide gel (19:1) and quantified using AlphaImager and associated software (Alpha Innotech). CTG repeat-containing plasmids (DT480 and DT960) were gifted from Tom Cooper and co-transfected with reporter genes.

Percent exon inclusion was calculated by dividing the background-corrected amount of inclusion splice product by the total amount of splice product (background-corrected inclusion splice product + background-corrected exclusion product). Splicing activity relative to human MBNL1 was calculated in the following way: (non-HsMbl – mock inclusion) / (HsMBNL – mock inclusion).

### Immunofluorescence

MEF cell lines expressing GFP-Muscleblind were plated (∼1.25 × 10^5^ cells/well) on collage-coated coverslips (100 µg/µl), incubated overnight (∼18 h) and fixed using 4% paraformaldehyde, 15 min at room temperature. Cells were washed in phosphate buffered saline (PBS), permeabilized in 0.2% Triton-X/PBS at room temperature, 3 min, blocked in 10% bovine serum albumin (BSA)/PBS at 37° for 30 min and exposed to primary antibody, 1:1000 chicken IgY α-GFP (Aves) diluted in PBS + 1% BSA, at 4° overnight. After washing in PBS, the secondary antibody, α-chicken 488 at 1:400 and 594 phalloidin (LifeTechnologies) at 1:400 diluted in PBS + 1% BSA, were incubated on the coverslips at 37°C for 1 h. Coverslips were washed in PBS and subject to Hoechst stain at room temperature for 10 min before final PBS washes and mounting onto microscopic slides. All cells in Figure 3 and Supplementary Figure S2A were imaged on an Applied Precision DeltaVision Microscope at 60X magnification, optical sections were deconvoluted using the associated software, and processed using ImageJ. Adjusted intensity projections were generated from the average of three z stacks, centered around the nucleus. HeLa cells, transfected with HA-Muscleblind, were processed and imaged similarly except that they were fixed after a 2 h incubation; HA-probe (F7) mouse polyclonal IgG primary antibody (1:1000) was used, and images represent a single z stack. Cells in Supplementary Figures S2B and S4B were imaged on a Zeiss LSM880 at 63x magnification using confocal microscopy. Maximum Z-projections are shown. FISH against CUG repeats was performed as previously described (26), using a (CAG)_10_ probe conjugated to CalFluor 610 (Biosearch Technologies).

### RNAseq

Total RNA was isolated from GFP-Muscleblind expressing MEF cells using Direct-zol RNA columns (Zymo Research) according to manufacturer's instructions. cDNA libraries were generated starting with 1 µg RNA. Briefly, RNA was fragmented, depleted of ribosomal RNA using Ribo-Zero-Gold kit (Epicentre), and reverse transcribed followed by end-repair, adenylation and adapter ligation. Unique barcodes were used for each library to allow for multiplexing all samples in a single lane (80 + 80 bases, paired-end, NextSeq). STAR (27) was used to align reads to the mouse mm9 genome, and MISO (28) was used to quantify splicing. All RNAseq data have been deposited in GEO under accession number GSE79095.

### Motif analysis

The frequency of GCTT, CGCT, TGCT or GCGC (MBNL binding) motifs was compared to the frequency of control 4-mers with the same A+T and CpG content in the skipped exon and 250 bp of introns downstream of the upstream constitutive exon, upstream of the skipped exon, downstream of the skipped exon and upstream of the downstream constitutive exon. Skipped exons were grouped into those activated by MBNL homologs (BF > 5, ΔΨ > 0.1, Z > 1.5 in WT versus DKO), those repressed by MBNL homologs (BF > 5, ΔΨ < −0.1, Z > 1.5 in WT versus DKO), or those not affected by MBNL homologs. The log_2_(enrichment of MBNL binding motifs relative to controls in activated exons/enrichment of MBNL binding motifs relative to controls in unaffected exons) was plotted in heatmap form. A similar metric was plotted for repressed exons. Genome sequence for mouse mm9 was downloaded from UCSC genome browser.

### Gene ontology analysis

For each species, multiple alignments were used to analyze the branch length across which MBL/MBNL binding motifs are conserved in the 150 nucleotides flanking all internal exons. Multiple alignments and branch lengths for human, mouse, fly and worm were downloaded from UCSC genome browser; multiple alignments for *Ciona* were downloaded from the Joint Genome Institute. For human, Refseq gene annotations were used; multiple alignments included hg38, panTro4, rheMac3, mm10, rn5, canFam3 and monDom5. For mouse, Refseq gene annotations were used; multiple alignments included mm9, rn4, canFam2, bosTau3, monDom4, galGal3, xenTro2, danRer5 and tetNig1. For fly, Refseq gene annotations were used; multiple alignments included dm6, droSim1, droYak3, droAna3, droPse3, droVir3, droMoj3, anoGam1 and apiMel4. For worm, Wormbase gene annotations were used; multiple alignments included ce10, cb4, caeRem4, caeSp111, caePb3, caeJap4 and caeAng1. For *Ciona*, Ensembl gene annotations were used; a pairwise alignment of *Ciona intestinalis* and *Ciona savignyi* was downloaded from JGI (http://pipeline.lbl.gov/data/Cioin2_cioSav2/). For each intronic region, the branch length across which 4-mer motifs were conserved was recorded. The mean branch length of GCTT, CGCT, TGCT or GCGC (MBL/MBNL binding) motifs, less the mean branch length of control motifs with the same A+T and CpG content, yielded δ_intron_. The largest δ_intron_ for all introns in each gene was kept as δ_gene_. Then, for each Gene Ontology category, the distribution of δ_gene_ for genes within the category was compared to the distribution of δ_gene_ for all genes outside the category, using a ranksum test. *P*-values were Benjamini–Hochberg corrected, and *P*-values were converted to 1 for those categories with lower mean δ_gene_ as compared to controls.

## RESULTS

### Muscleblind homologs regulate splicing of mammalian mini-gene reporters

To gain insight into conservation of function of the MBL family of RNA binding proteins, we studied MBL proteins from five diverse organisms including *Homo sapiens/mus musculus* (protein coding sequences are identical); *Ciona intestinalis*, a primitive chordate; *Drosophila melanogaster* and *Caenorhabditis elegans*, two commonly used model organisms; and *Trichoplax adhaerens*, a basal metazoan. Using the human/mouse 41 kD isoform of *MBNL1* sequence as a query, we performed BLAST searches to identify homologs in these organisms. The 41 kD isoform of *MBNL1* contains the linker region between both pairs of zinc fingers (exon 3), lacks exon 5, which can control nuclear/cytoplasmic localization, and lacks exon 7, which has been proposed to contribute to MBNL1 dimerization (6). This isoform has been extensively studied and exhibits both nuclear and cytoplasmic distribution (29). *Zinc-finger X1* in *Ciona, Muscleblind D* in *Drosophila, Muscleblind-1a* in *Caenorhabditis* and a hypothetical protein in *Trichoplax* were identified as the highest scoring homologs. For clarity, we refer to these proteins as HsMBNL1, CiMBL, DmMBL, CeMBL and TaMBL for human, *Ciona, Drosophila, Caenorhabditis* and *Trichoplax* Muscleblind proteins, respectively. To quantify the extent of overall protein homology, Smith–Waterman alignments comparing HsMBNL1 to each homolog, and the associated similarity scores, which reflect aligned residues with similar properties, were calculated (Figure 1A). DmMBL showed the highest overall similarity score of 62.8%, followed by TaMBL, CiMBL and CeMBL.

The Muscleblind family contains CCCH-type ZnF RNA-binding domains, normally occurring as a tandem pair. Our multi-species alignment shows that the ZnF domains are highly similar and are the most conserved regions of these proteins (Figure 1A, far right), despite the fact that the number of ZnFs, internal spacing between the conserved cysteine and histidine residues, and spacing between tandem ZnF domains vary among each homolog. Some regions outside of the ZnF domains are also conserved and have been previously shown to be important for MBL function. The motifs RD/KWL, or LEV box, and KxQL/NGR, which closely flank the first ZnF pair, are involved in nuclear localization for human MBNL1 (3,7), and may be present in DmMBL, CeMBL and TaMBL (Supplementary Figure S1). The linker region between tandem ZnF pairs exhibit the next highest density of conserved residues outside of the ZnFs. Mutation and truncation analysis in this linker region has demonstrated its importance for human MBNL splicing activity (6,30). Finally, numerous proline residues are conserved, some of which lie in the linker region and have been previously shown to interact with Src family kinases and alter their activity (31). The overall similarity between the MBL proteins in our study, particularly within the RNA-binding domains, suggests conserved RNA binding and provided the rationale for investigation of conserved splicing regulation by these homologous proteins.

To initially explore splicing of the MBL homologs, we conducted cell-based splicing assays using mini-gene reporters. Transfection of HA-tagged expression vectors encoding each homolog yielded similar, high expression levels in HeLa cells, as assessed by Western blot (Figure 1B). The homologs were also observed in both nuclear and cytoplasmic compartments of transfected HeLa cells (Supplementary Figure S2A). Splicing reporter mini-genes, including human cardiac troponin T type 2 (*TNNT2*) exon 5 (17), mouse nuclear factor I/X (*Nfix*) exon 8 (10), human *MBNL1* exon 5 (23), human sarcoplasmic/endoplasmic reticulum Ca^2+^-ATPase 1 exon 22 (*ATP2A1*) (22), mouse very-low-density lipoprotein receptor (*Vldlr*) exon 16^10^, and human insulin receptor exon 11 (*INSR*) (32) were co-transfected with MBL/MBNL homolog or GFP (control). Inclusion levels of each alternative exon was quantitated by RT-PCR, and expressed as percent spliced in (Ψ) and also splicing activity as a percentage of activity relative to HsMBNL1. Across all mini-gene reporters tested, we observed the same direction of splicing regulation (either activation or repression) for all homologs, with varying degrees of regulation relative to HsMBNL1. For example, expression of HsMBNL1 represses inclusion of MBNL1 exon 5 from 67% to 19%; all MBL homologs exhibited similar repressive activity, but at varying degrees, with CeMBL exhibiting the weakest activity (Ψ = 44%) (Figure 1C). Similarly, all MBL homologs could enhance inclusion of *ATP2A1* exon 22, raising Ψ from 15% to between 55–79% (Figure 1D).

Homologs that most strongly repressed MBNL1 exon 5 were not necessarily those that most strongly enhanced ATP2A1 exon 22. Assessment of splicing activity using additional reporters revealed that potency of MBL/MBNL splicing activity depends on the specific transcript (Figure 1E, Supplementary Figure S3). These differences in activity may be due to differences in *cis*-element architecture of the reporters, and also differences in the MBL/MBNL activity due to sequence variation between homologs. Among the reporters tested, DmMBL exhibited the most potent splicing activity relative to HsMBNL1, CeMBL was the poorest regulator for two of the reporters and TaMBL exhibited 60–80% activity, regardless of reporter. These results are consistent with previous data showing that HsMBNL1 and DmMBL act as both activators and repressors of alternative splicing; here, we observe that CeMBL, CiMBL and TaMBL also exhibit these activities.

### MBNL1/2 null cells reconstituted with MBL homologs were generated to test global splicing regulation

To assess the ability of the MBL homologs to regulate endogenous transcripts across the transcriptome, independent of potential over-expression artifacts, we established stable cell lines expressing each homolog. First, to identify endogenous targets of mouse MBNL proteins, we performed RNAseq on 3 independent wild type MEF clones and 3 independent *MBNL1/2* knockout MEF clones (double knockout, or DKO, Figure 2A). 

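RNA from the 3 WT and 3 DKO clones of mouse embryonic fibroblasts (MEFs) was sequenced after depletion of ribosomal RNA. The authors aligned the reads to the mouse mm9 genome with STAR and estimated Ψ, the fraction of an event's transcripts that include the variable exon or part of an exon, with MISO. Their table of 11169 alternative splicing events gives 1 Ψ for the WT clones together and 1 for the DKO clones together, rounded to 2 decimals. No spread between clones was therefore computed for single events, and the number of reads behind these values is not given in the sources used here. The table also holds the authors' monotonicity Z-score. Where its size was at least 1.5, it was positive for events with a higher Ψ in DKO and negative for those with a higher Ψ in WT, with 1 exception. The score that the Z-score standardizes has a largest size of 9, as many as there are pairs of a WT and a DKO clone. The Z-score was 0 in 7796 of the 11160 events that were also quantified in the reconstituted lines. Both targeted genes have events in the table, and those of Mbnl2 were chosen after their values were seen. In Mbnl1 (ENSMUSG00000027763.7, chromosome 3, plus strand), a skipped exon of 1049 bases from 60332678 to 60333726, which contains the first coding base, had a Ψ of 0.99 in WT and 0.18 in DKO clones. In Mbnl2 (ENSMUSG00000022139.9, chromosome 14, plus strand), Ψ of a 95-base exon from 120803860 to 120803954 was 0.80 in WT and 0.98 in DKO clones, whereas Ψ of a 36-base exon from 120802558 to 120802593 was 0.04 and 0.01.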

We then selected one of the DKO clones and stably integrated an expression cassette containing each N-terminal GFP-tagged homolog, driven by the EF1α promoter, along with a puromycin selection cassette. Following puromycin selection, we used fluorescent-activated cell sorting to select cells that express similar levels of GFP-tagged MBL homolog. RNAseq libraries were generated from the five cell lines and an additional line expressing GFP alone (Figure 2B). Expression levels of GFP-tagged homologs were comparable across all lines, as assessed by Western blot (Figure 2B).

**Figure 2.**
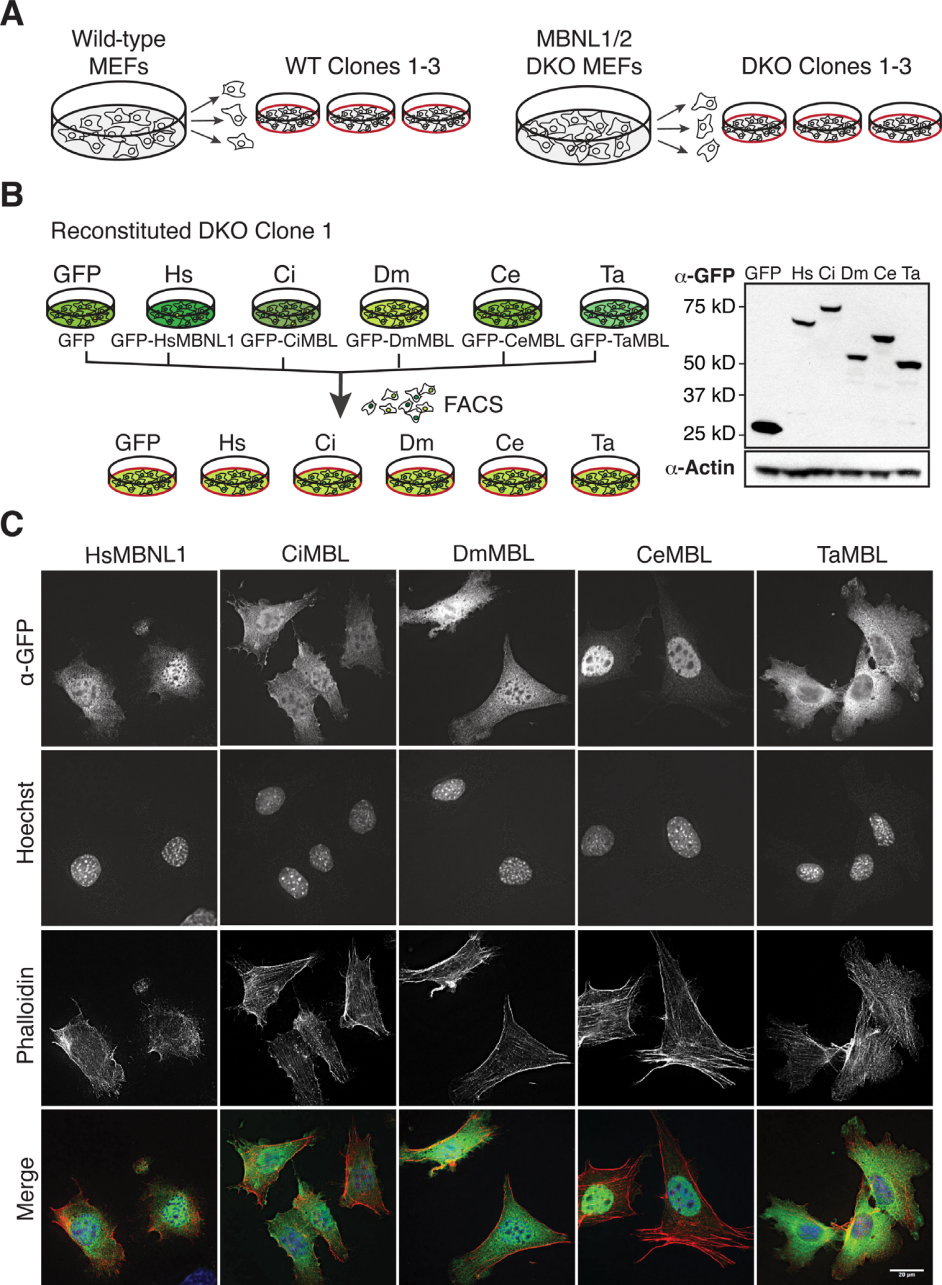
RNAseq libraries were generated from WT, MBNL1/2 knockout (DKO) and Muscleblind-reconstituted mouse embryonic fibroblasts (MEFs). (**A** and **B**) MBNL1/2 double knockout MEFs (DKO) were reconstituted with GFP or GFP-tagged Muscleblind proteins from a single DKO clone, and sorted to select for similar GFP expression. RNAseq libraries were prepared from three WT clones, three DKO clones and the sorted, reconstituted clones (plates with red outlines). Each clone expresses similar levels of MBL/MBNL homolog, as assessed by Western blot. (**C**) Immunofluorescent staining of each reconstituted line shows MBL proteins in both nucleus and cytoplasm. Anti-GFP (MBL/MBNL1), green; Hoechst (nuclear stain), blue; phalloidin 594 (F-actin), red; scale bar, 20 μm.

We determined the subcellular localization of each homolog in our cell lines using immunofluorescence against GFP (Figure 2C). All homologs showed some nuclear and cytoplasmic distribution, consistent with previous observations of the 41 kD isoform of HsMBNL1, of DmMBL, and CeMBL (6,33,34). The control, GFP-expressing cell line also showed localization to both nuclear and cytoplasmic compartments (Supplementary Figure S2B). Differences in nuclear-cytoplasmic localization may be due to differences in protein sequence among the homologs, cell type, cell state and/or extracellular signals, but presence in the nucleus is consistent with a conserved function in regulation of splicing.

### Endogenous exons are regulated by MBL homologs in reconstituted DKO cells

RNAseq reads were mapped by STAR (27) to the genome and splice junctions, yielding 76M, 51M, 65M, 51M, 38M and 70M uniquely mapping reads from GFP, Hs, Ci, Dm, Ce and Ta-reconstituted lines, respectively. 

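The GFP line and the 5 homolog lines were each sequenced as 1 library, so no comparison between replicates of a line is possible, and the precision of a value is that of its MISO estimate. For 13162 events the authors deposited the mean Ψ of each library, the bounds of its 95% interval, and the Bayes factor for a difference between each pair of libraries. Bayes factors are capped at 1e12 and are at most 1 where either library of a pair has no estimate. Over the 10804 events of both tables with a Ψ in all 6 lines, the median width of the 95% interval was 0.08 in the GFP line, 0.12 in the HsMBNL1 line, 0.09 in the CiMBL line, 0.19 in the DmMBL line, 0.12 in the CeMBL line and 0.09 in the TaMBL line. Of the events with a Ψ in the line itself, intervals at most 0.3 wide were found for 88.8% in the GFP line, 80.4% in the HsMBNL1 line, 86.1% in the CiMBL line, 67.7% in the DmMBL line, 79.9% in the CeMBL line and 87.2% in the TaMBL line. Events share reads, genes and the single GFP library, and are not independent replicates in any of the comparisons across events.

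**Figure D1:**
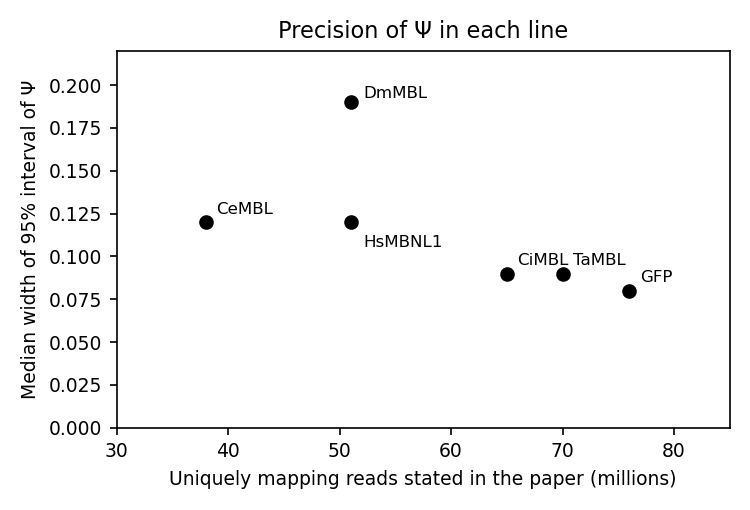
Median width of the MISO 95% interval of Ψ (vertical axis, fraction) against the uniquely mapping reads the paper states for each line (horizontal axis, M), 1 point per line. The DmMBL line has the widest intervals, 0.19, and the HsMBNL1 line has 0.12 at the same stated number of reads.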

Psi values were quantitated using MISO (28) across all alternative splicing events. Clear examples of MBNL-regulated events that could also be regulated by each of the homologs were observed. For example, *Map4k4* exon 20 is included from 64–73% in WT MEFs, but at 36–42% in DKO MEFs; homolog expression was sufficient to enhance inclusion to 62–88%, depending on the homolog (Figure 3A). 

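The skipped exon lies on chromosome 1 of mm9 from 40065176 to 40065184 on the plus strand, where it overlaps annotated coding sequence of Map4k4 (ENSMUSG00000026074.7). Its 9 bases read GGAGAAGTG. Ψ was 0.69 over the WT clones and 0.39 over the DKO clones, with a Z-score of -2.18. In the GFP line Ψ was 0.46, with a 95% interval of 0.42 to 0.51. Ψ was 0.89 (0.84 to 0.93) in the HsMBNL1 line, 0.67 (0.63 to 0.72) in the CiMBL line, 0.61 (0.52 to 0.69) in the DmMBL line, 0.82 (0.76 to 0.88) in the CeMBL line and 0.65 (0.61 to 0.70) in the TaMBL line. None of these intervals overlaps that of the GFP line. Relative to the GFP line the changes were 0.43, 0.21, 0.15, 0.36 and 0.19 in the same order. Taken from the DKO clones instead, they were larger, from 0.22 for DmMBL to 0.50 for HsMBNL1. Within 250 bases of the exon, 5 YGCY motifs lie upstream and 12 downstream, and the nearest of the downstream motifs starts 45 bases after the exon. A second skipped exon of Map4k4, from 40060602 to 40060832, had a Ψ of 0.54 in WT and 0.75 in DKO clones, and of these lines only the HsMBNL1 line (0.53, 0.47 to 0.60) differed from the GFP line (0.80, 0.76 to 0.83) by at least 0.1.

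**Figure D2:**
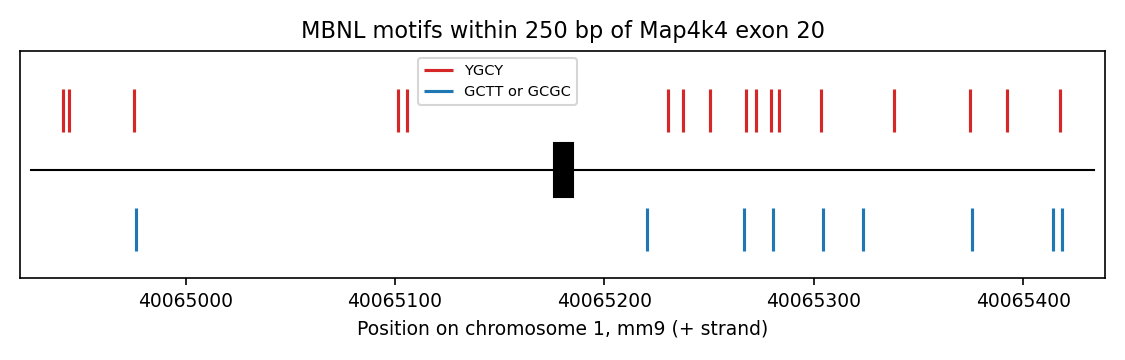
Map of the region around Map4k4 exon 20, with the position on chromosome 1 of mm9 on the horizontal axis and the exon as a black box. Red ticks mark YGCY motifs, 5 upstream and 12 downstream of the exon, and blue ticks mark GCTT or GCGC.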

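Of the 11160 events quantified in both tables of the authors, 772 in 669 genes had an absolute Z-score of at least 1.5 between WT and DKO clones and were taken as MBNL-dependent. Ψ was higher in WT in 458 of them, lower in WT in 313 and equal at 2 decimals in 1. The median absolute difference between WT and DKO was 0.18, and in 166 events (21.5%) it was under 0.1. Requiring the score behind the Z-score to have its largest size, a choice made after seeing the data, moved this number most, to 87 events, and an absolute Z-score of at least 2 gave 205. The 3 events with the largest increase in WT were a 42-base exon of Numa1 (0.97 in WT, 0.04 in DKO), a 21-base exon of Pcnt (0.95 and 0.02) and an alternative 5' splice site of Mbnl1 from 60332901 to 60333726 (0.99 and 0.09). The largest decreases in WT were found for a 54-base exon of Mbnl2 from 120794934 to 120794987 (0.16 in WT, 0.93 in DKO), a retained intron of Bicd2 (0.22 and 0.93) and a 54-base exon of Mbnl1 from 60418605 to 60418658 (0.29 and 0.99). Mbnl1 and Mbnl2 are knocked out in the DKO clones, so WT-DKO differences of their events cannot be separated here from the knockout itself. Among the other genes of the reporters, Nfix had 2 MBNL-dependent events. Its 123-base exon on chromosome 8 from 87247627 to 87247749 had a Ψ of 0.74 in WT and 0.97 in DKO, and its 148-base exon from 87240040 to 87240187 had 0.31 and 0.16. In every homolog line the 95% interval of both exons overlapped that of the GFP line. Atp2a1 and Vldlr had 1 event each, neither of them MBNL-dependent, and Insr and Tnnt2 had 0 events in the tables.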

We further analyzed alternative splicing events across the transcriptome, focusing on events that were MBNL-dependent (those that exhibit a monotonicity Z-score ≥ 1.5 between WT and DKO MEFs, Supplementary Table S1) and could be rescued by any given homolog (MISO Bayes Factor ≥ 5 and |ΔΨ| ≥ 0.1, Supplementary Table S2). We identified 194, 158, 92, 112 and 91 exons significantly regulated in Hs, Ci, Dm, Ce and Ta-MBL reconstituted cells, respectively (Figure 3B, Supplementary Table S2). 

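Counted over the 772 events, with a Bayes factor of at least 5 and an absolute ΔΨ of at least 0.1 against the GFP line, 208 events were regulated in the HsMBNL1 line, 176 in the CiMBL line, 114 in the DmMBL line, 129 in the CeMBL line and 101 in the TaMBL line. Requiring an absolute Z-score of at least 2 moved these counts most, to 99, 71, 23, 53 and 37. All events that Table S2 lists for a homolog are among those counted here for it, and Table S2 has no event with a WT-DKO difference under 0.1. With this minimum and the events of Table S1 alone, a choice made after seeing the data, the counts were 197, 160, 95, 114 and 92, against 194, 158, 92, 112 and 91 in Table S2. Because all lines are compared with the same GFP library, chance deviations of that library were simulated for lines with no change, using the 95% intervals of 754 events with a Ψ in every line and counting changes of at least 0.1 that exceeded the mean of the 2 interval widths. Over 1000 simulations, between 2.46 and 4.04 events per line passed on average, and 1.08 events passed in at least 2 lines, against 189 observed by the same rule. The simulation holds only the noise of the intervals and no differences between separately grown lines. As a second comparison, 752 MBNL-dependent events were matched to events that were not MBNL-dependent. The match was by skipped exon or other type, by Ψ and interval width in the GFP line, and by interval width in the DmMBL line. Types other than skipped exons were pooled. These matched events gave on average 89.8 regulated events in the HsMBNL1 line against 207 observed, 101.1 against 173 in the CiMBL line, 86.4 against 114 in the DmMBL line, 68.4 against 127 in the CeMBL line and 69.4 against 99 in the TaMBL line. At least 2 lines regulated 102 matched events on average (86 to 118 in 95% of draws), against 192 of the MBNL-dependent events matched. For single lines, 95% of the draws lay between 73 and 107 for HsMBNL1, 83 and 118 for CiMBL, 71 and 101 for DmMBL, 54 and 83.0 for CeMBL, and 55.0 and 84 for TaMBL.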

All major classes of splicing event types were represented, including skipped/cassette exons, retained introns, mutually exclusive exons and alternative 5′ or 3′ splice sites. Both splicing activation and repression activities were observed for each homolog, with a slight bias toward exon inclusion for Hs and Ce (binomial *P*-values < 0.01) (Figure 3C).

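By the structure of the event identifiers, the MBNL-dependent events comprised 466 skipped exons, 104 alternative 3' splice sites, 101 retained introns, 73 alternative 5' splice sites and 28 pairs of mutually exclusive exons. Mutually exclusive exons had the largest share of MBNL-dependent events among all events of their type, at 13.7%, followed by retained introns at 10.9%, skipped exons at 8.10%, alternative 5' splice sites at 4.29% and alternative 3' splice sites at 4.03%. Skipped exons made up 80.3% of the events regulated in the HsMBNL1 line, 68.8% in the CiMBL line, 60.5% in the DmMBL line, 65.1% in the CeMBL line and 64.4% in the TaMBL line. Retained introns numbered 11, 23, 22, 18 and 15 in these lines. The smallest class in the DmMBL line was mutually exclusive exons, with 2 events.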

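Ψ was higher than in the GFP line in 129 of the regulated events and lower in 79 in the HsMBNL1 line, a share of 62.0% higher (exact two-sided binomial test against equal numbers, p = 6.4e-04, adjusted p = 0.00322 over the 5 homologs by the Benjamini-Hochberg method). In the CiMBL line 98 events were higher and 78 lower (adjusted p = 0.253 by the same test). The DmMBL line had 46 higher and 68 lower (adjusted p = 0.122), the CeMBL line 69 and 60 (adjusted p = 0.602), and the TaMBL line 52 and 49 (adjusted p = 0.842). In the CeMBL and DmMBL lines, an absolute Z-score of at least 2 moved the share most. It was then 71.7% higher in the CeMBL line (adjusted p = 0.00548) and 60.9% in the DmMBL line (adjusted p = 0.405), where the direction changed. With skipped exons alone, 63.6% were higher in the CiMBL line (adjusted p = 0.00863). With intervals at most 0.3 wide, 34.5% were higher in the DmMBL line (adjusted p = 0.0151), and with changes of at least 0.2 the share in the HsMBNL1 line was 59.7% (adjusted p = 0.107). With 1 event per gene, 48.2% were higher in the TaMBL line (adjusted p = 0.828). Sorted by the sign of WT minus DKO in place of that of homolog minus GFP, a choice made after seeing the data, 60.2% of the CiMBL events (adjusted p = 0.0204), 54.4% of the DmMBL events (adjusted p = 0.399) and 61.4% of the TaMBL events (adjusted p = 0.0468) were higher. Of all MBNL-dependent events, however, 458 were higher in WT and 313 lower. Tests against equal numbers cannot show a bias of a homolog beyond this background. The same limit applies to the 62.0% of HsMBNL1, whose events mostly changed in the WT direction. The difference between homologs in these shares was not tested.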

**Figure 3.**
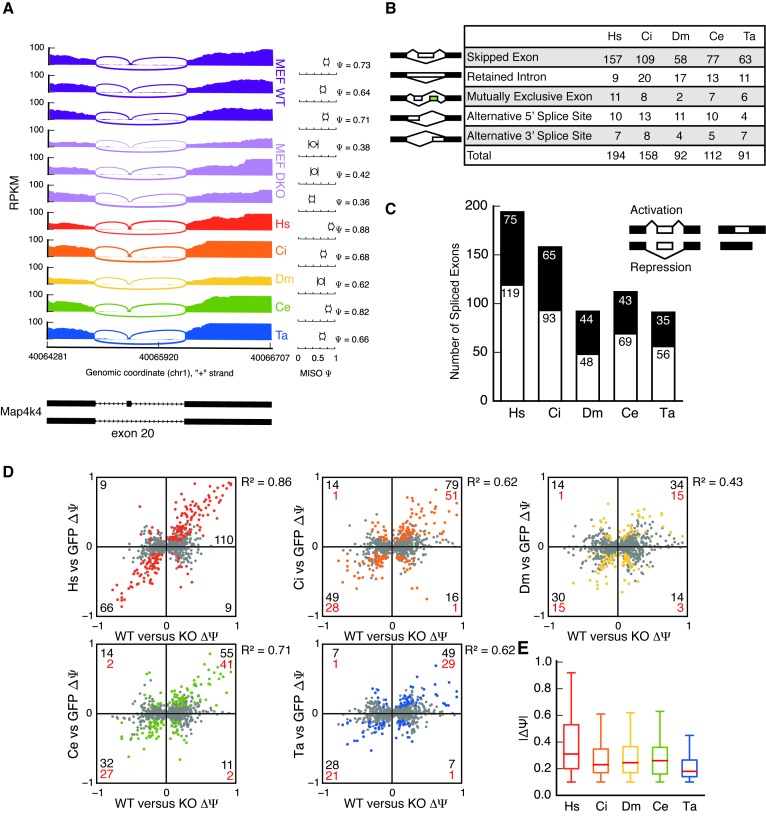
Distant MBL homologs regulate splicing of many endogenous exons in a manner similar to human MBNL1. (**A**) RNAseq read coverage across *Map4k4* exon 20 shows an example of alternative splicing regulation in WT, DKO and MBL-reconstituted MEFs. MISO Ψ values and 95% CIs are shown at right. (**B**) All types of alternative splicing are regulated by MBL homologs. (**C**) Number of spliced exons activated (white bar) or repressed (black bar) by MBL homologs. Hs and Ce show significantly more splicing activation than repression. (**D**) Reconstitution of MBL homologs rescues splicing in MBNL1/2 DKO MEFs. Exons significantly regulated in WT MEFs: gray points; exons significantly regulated in reconstituted cell lines: red (Hs), orange (Ci), yellow (Dm), green (Ce), blue (Ta) points. Black numbers in quadrants show the number of exons significantly regulated in reconstituted cells. Red numbers show the number of exons significantly regulated by both HsMBNL1 and associated MBL homolog. (**E**) Boxplot of absolute splicing changes, |ΔΨ|, for colored points in (D) shows that HsMBNL1 exhibits the strongest splicing regulation, whereas TaMBL exhibits the weakest.

Across the transcriptome, significantly regulated splicing changes in cells lacking MBNL1/2 strongly correlated with splicing changes in DKO cells re-constituted with HsMBNL1 (R^2^ = 0.86, Figure 3D). 

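Across the events regulated in the HsMBNL1 line, ΔΨ of that line relative to GFP and ΔΨ of WT relative to DKO had a Pearson correlation of 0.854 (bootstrap standard error 0.0289), which is an r squared of 0.730 (bootstrap standard error 0.0490). The Spearman correlation was 0.833. The permutation p of both, two-sided, was 1e-05, the smallest that 100000 permutations can give (adjusted p = 1.2e-05 over the 5 homologs). From the events the paper lists for HsMBNL1, r is 0.856 and r squared 0.732, so its R² of 0.86 equals r. Taking all MBNL-dependent events, whether or not they passed the thresholds in this line, moved r squared most, to 0.374. The largest change in the WT direction was that of the Mbnl1 alternative 5' splice site, from 0.06 in the GFP line to 0.98 in the HsMBNL1 line. This event overlaps coding sequence of Mbnl1, which is knocked out in the DKO clones. Its WT-DKO difference therefore cannot be separated here from the knockout itself. In the other homolog lines its Ψ was 0.04 to 0.07. The Mbnl1 event that ends before the first coding base changed by 0.01 in the HsMBNL1 line. The largest change against the WT direction was in an 18-base exon of Mapk8ip3 on chromosome 17 from 25045356 to 25045373. Its Ψ was 0.20 in WT, 0.58 in DKO, 0.08 (0.00 to 0.27) in the GFP line and 0.66 (0.31 to 0.95) in the HsMBNL1 line. The paper states that reconstitution with the homologs rescues splicing in DKO MEFs (Figure 3D).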

Other homologs also showed positive correlations, with R^2^ values ranging from 0.43 (Dm) to 0.71 (Ce). 

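The same correlation across regulated events was 0.590 (r squared 0.348) for CiMBL, 0.389 (0.151) for DmMBL, 0.659 (0.434) for CeMBL and 0.534 (0.285) for TaMBL. Bootstrap standard errors of r were 0.0611, 0.0868, 0.0678 and 0.0750. Over all MBNL-dependent events, whether or not they passed the thresholds, r squared was 0.164, 0.0361, 0.145 and 0.0668. An absolute Z-score of at least 2 moved r squared of DmMBL most, to 0.518. Spearman correlations were 0.590, 0.356, 0.642 and 0.525 in this order. All permutation p-values of r were at the smallest possible value except that of DmMBL, 2.0e-05. From the events the paper lists, r is 0.428 for DmMBL and 0.710 for CeMBL, and r squared is 0.183 and 0.504. The paper's R² of 0.43 and 0.71 thus equals r. The largest change in the WT direction in the CiMBL, CeMBL and TaMBL lines was that of the 39-base exon of Lrp8 on chromosome 4 from 107522709 to 107522747, which is not an exon in the gene annotation used. Its Ψ rose from 0.09 in the GFP line to 0.91, 0.95 and 0.78. In the DmMBL line it was an alternative 5' splice site of U2af1l4, with a Ψ of 0.87 (0.62 to 1.0) in the GFP line and 0.27 (0.08 to 0.55) in the DmMBL line. In the events of these lines with the largest changes against the WT direction, the GFP line lay above the DKO clones. Bmp4 had 0.44 in DKO, 0.94 in the GFP line and 0.19 (0.02 to 0.52) in the CiMBL line. Vdac2 had 0.38 in DKO, 0.87 in the GFP line and 0.22 (0.06 to 0.40) in the DmMBL line. Mll1 had 0.24 in DKO, 0.87 (0.63 to 0.99) in the GFP line, 0.07 in the CeMBL line and 0.26 in the TaMBL line.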

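Of the events regulated in the HsMBNL1 line, 188 (90.4%, exact 95% interval 85.5 to 94.0%) changed relative to GFP in the direction of WT relative to DKO. This share was 76.1% in the CiMBL line (134 events, 69.1 to 82.2%), 59.6% in the DmMBL line (68 events, 50.1 to 68.7%), 75.2% in the CeMBL line (97 events, 66.8 to 82.4%) and 72.3% in the TaMBL line (73 events, 62.5 to 80.7%). By an exact two-sided binomial test the adjusted p was 1.0e-34, 5.3e-12, 0.0487, 1.4e-08 and 1.1e-05 for HsMBNL1, CiMBL, DmMBL, CeMBL and TaMBL. Taking all MBNL-dependent events moved the share for HsMBNL1 most, to 65.8%. For DmMBL an absolute Z-score of at least 2 moved it most, to 78.3%, and with a minimum WT-DKO difference of 0.1 it was 58.2% and no longer past the threshold (adjusted p = 0.129). In the DmMBL line, 31 of the regulated events with higher Ψ in WT were lower than GFP and as many were higher. The GFP line differed from the DKO clones by a median of 0.06 over the MBNL-dependent events, and by at least 0.1 in 262 of them (33.9%). Across events, GFP minus DKO had a correlation of 0.314 with WT minus DKO. Both differences subtract the same DKO values, which raises a correlation without any effect. This value therefore cannot show whether the GFP line was shifted toward WT. For matched events that were not MBNL-dependent and regulated by any homolog, direction was taken from WT minus DKO of the MBNL-dependent partner event. They went in that direction in 54.9% of cases, with 49.0 to 60.3% in 95% of draws. The WT-DKO difference of the matched events themselves was not used. The observed share was 72.6%, over the regulated events among the 752 MBNL-dependent events that were matched.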

In general, the direction of splicing regulation (activation or repression) by MBL homologs was consistent with regulation by endogenous MBNLs; the number of events regulated by one or more homologs is shown in Supplementary Figure S3B. To compare the extent to which each homolog regulates splicing, we plotted the magnitude of splicing regulation for each ortholog (|ΔΨ|) relative to control (GFP-expressing) cells. HsMBNL1 and TaMBL exhibited the most and least dramatic regulation, respectively, as assessed by median |ΔΨ| relative to control (GFP-expressing) cells (Figure 3E).

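The median absolute ΔΨ over the events regulated in each line was 0.29 (bootstrap 95% interval 0.27 to 0.34) for HsMBNL1, 0.23 (0.20 to 0.24) for CiMBL, 0.23 (0.205 to 0.26) for DmMBL, 0.25 (0.21 to 0.28) for CeMBL and 0.18 (0.16 to 0.21) for TaMBL. These medians are taken over different events. The choice of events moved them most, and over all MBNL-dependent events they were 0.09, 0.07, 0.08, 0.06 and 0.05. On the events regulated by both members of a pair, HsMBNL1 changed Ψ more than CiMBL by a mean of 0.138 (69 of 84 events), more than CeMBL by 0.137 (58 of 75 events) and more than TaMBL by 0.236 (46 of 53 events), each with an adjusted p of 1.4e-05 in a two-sided sign-flip permutation test over 7 comparisons. It exceeded DmMBL by a mean of 0.0791, with 23 of 44 events larger (adjusted p = 0.0103). TaMBL changed Ψ less than CiMBL (mean difference -0.0831, larger in 10 of 59 events) and CeMBL (-0.100, larger in 10 of 54 events). Against DmMBL the mean difference was -0.0483 with 9 of 41 events larger in TaMBL (adjusted p = 0.00642), and at an absolute Z-score of at least 2 it was -0.0113 (adjusted p = 0.749). These tests compare libraries, since no line was sequenced more than once.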

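Of the MBNL-dependent events, 376 were regulated by at least 1 homolog: 182 by 1, 91 by 2, 62 by 3, 27 by 4 and 14 by all 5. An event was counted in the WT direction when the mean change of its regulating homologs relative to GFP had the sign of WT minus DKO. This held for 66.5% of the events regulated by 1 homolog (exact 95% interval 59.1 to 73.3%), 72.5% by 2 (62.2 to 81.4%), 75.8% by 3 (63.3 to 85.8%), 88.9% by 4 (70.8 to 97.6%) and 92.9% by 5 (66.1 to 99.8%). Across these events, direction and number of homologs had a Spearman correlation of 0.148 (two-sided permutation test, p = 0.00409). A change of at least 0.2 moved it most, to 0.269, and with intervals at most 0.3 wide it was 0.0931 and no longer past the threshold (same permutation test, p = 0.104). In the matched events that were not MBNL-dependent the correlation averaged -0.0325, and lay between -0.152 and 0.0812 in 95% of draws. Their direction was taken from WT minus DKO of the MBNL-dependent partner event, not from their own. Changes of the 5 lines also correlated with one another across events, with a mean r of 0.520. In simulated lines with no change and with the noise of the intervals only, the shared GFP library gave a mean r of 0.397 (0.330 to 0.467 in 95% of simulations). The matched events gave a mean r of 0.465 (0.416 to 0.515 in 95% of draws) and 5.27 events in all 5 lines (1 to 10).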

Splicing events that were significantly regulated by a greater number of homologs tended to be regulated in a direction consistent with that observed when comparing WT to DKO MEFs (Figure 4A). In addition, the magnitude of splicing regulation conferred by MBNL, as assessed when comparing WT versus DKO MEFs, was larger for those events regulated by a greater number of homologs relative to those regulated by fewer homologs (Figure 4B, Supplementary Table S2). 

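The median absolute WT-DKO difference was 0.20 for events regulated by 1 homolog, 0.22 by 2, 0.205 by 3, 0.22 by 4 and 0.37 by 5, against 0.15 for the 396 events regulated by 0 homologs. Its Spearman correlation with the number of homologs was 0.156 over the events regulated by at least 1 homolog (two-sided permutation test, p = 0.00264). An absolute Z-score of at least 2 moved it most, to 0.333. Without the events regulated by all 5, it was 0.108 over 362 events (permutation test, p = 0.0411). The median of the events regulated by all 5 exceeded that of the others, 0.21 (one-sided permutation test, p = 0.00285). The paper states that events regulated by several homologs are enriched for properties typical of MBL/MBNL targets (Figure 4).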

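Motif frequencies were computed for the 5750 skipped exons and up to 250 bases of each flanking intron region, with the 4 motifs and the control 4-mers of the paper's methods. As a check of the coordinates, GT followed 97.9% of the exons and AG preceded 99.9%. Activated exons were the 271 MBNL-dependent exons with higher Ψ in WT, repressed exons the 194 with lower Ψ in WT, and unaffected exons the 5284 with an absolute Z-score under 1.5. Downstream of activated exons the log2 enrichment was 0.32 (two-sided permutation of exon labels, p = 1e-05, the smallest that can be given; adjusted p = 1.0e-04 over 10 tests). It was 0.18 upstream of the downstream constitutive exon (adjusted p = 0.0211), and 0.01 upstream of the activated exons (adjusted p = 0.95). For repressed exons it was 0.21 in the upstream intron (adjusted p = 0.0211) and 0.15 within the exon (adjusted p = 0.268), which did not pass the threshold. Requiring an absolute Z-score of at least 2 moved the values downstream of activated exons and upstream of repressed exons most, to 0.53 and 0.64, and YGCY 4-mers moved the value within repressed exons most, to 0.04.

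**Figure D3:**
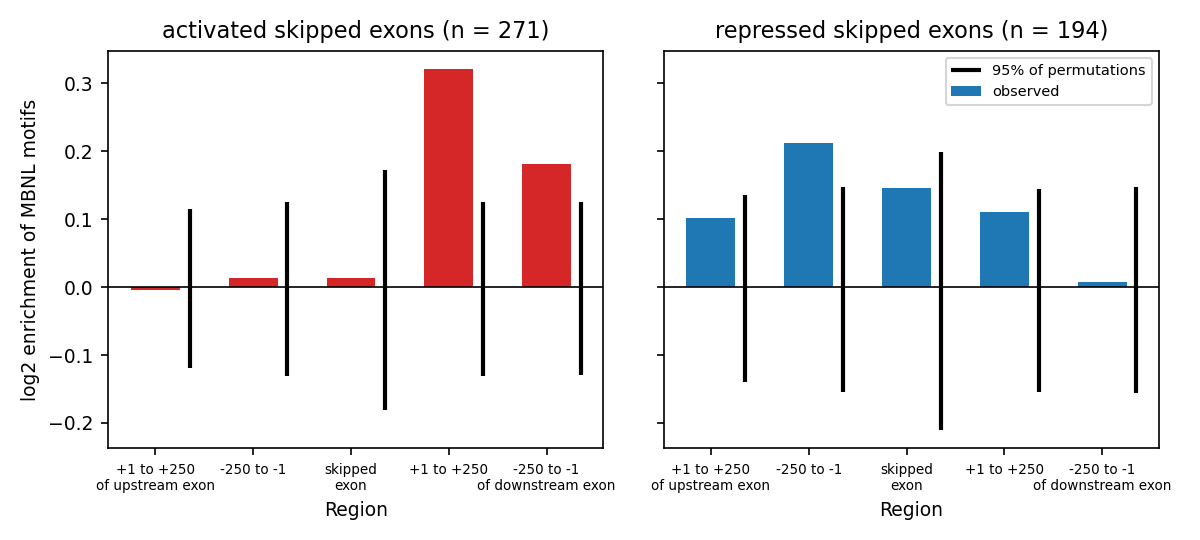
Log2 enrichment of the 4 MBNL motifs over control 4-mers, relative to unaffected exons (vertical axis), in 5 regions (horizontal axis, in bases from the exon edges) for activated (left) and repressed (right) skipped exons. Bars show the observed values and black lines the range of 95% of permutations, which the bar downstream of activated exons (0.32), the bar upstream of the constitutive exon that follows them (0.18) and the bar upstream of repressed exons (0.21) exceed.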

As has been previously observed, YGCY motifs are enriched in the introns downstream of exons activated by MBNL, and in the upstream introns and exons repressed by MBNL, relative to control exons, as assessed when comparing WT to DKO MEFs (Figure 4C). 

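Among activated exons, 110 were regulated by 1 or 2 homologs and 42 by more than 2. Downstream of the exon, the log2 enrichment relative to unaffected exons was 0.36 in the first group and 0.63 in the second (permutation test, adjusted p = 0.00293 for both over 20 tests). Upstream of the downstream constitutive exon it was 0.09 (adjusted p = 0.539) and 0.56 (adjusted p = 0.0053). The repressed exons comprised 71 regulated by 1 or 2 homologs and 29 regulated by more than 2. Within the exon, the enrichment was 0.11 in the first group (adjusted p = 0.627) and 0.78 in the second (adjusted p = 0.0271). In the upstream intron the values were 0.48 (adjusted p = 0.00293) and 0.44 (adjusted p = 0.073), and downstream of the exon 0.33 (adjusted p = 0.0312) and -0.12 (adjusted p = 0.627). With 1 event per gene, the downstream value of the first group was 0.31 (adjusted p = 0.0588) and the value within exons of the second 0.72 (adjusted p = 0.0588). With YGCY 4-mers, the activated exons regulated by more than 2 homologs had 0.20 upstream of the downstream constitutive exon (adjusted p = 0.304), and the repressed exons regulated by 1 or 2 had 0.22 downstream (adjusted p = 0.17).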

The magnitude of this enrichment was slightly increased among exons regulated by more than two homologs (Figure 4C).

**Figure 4.**
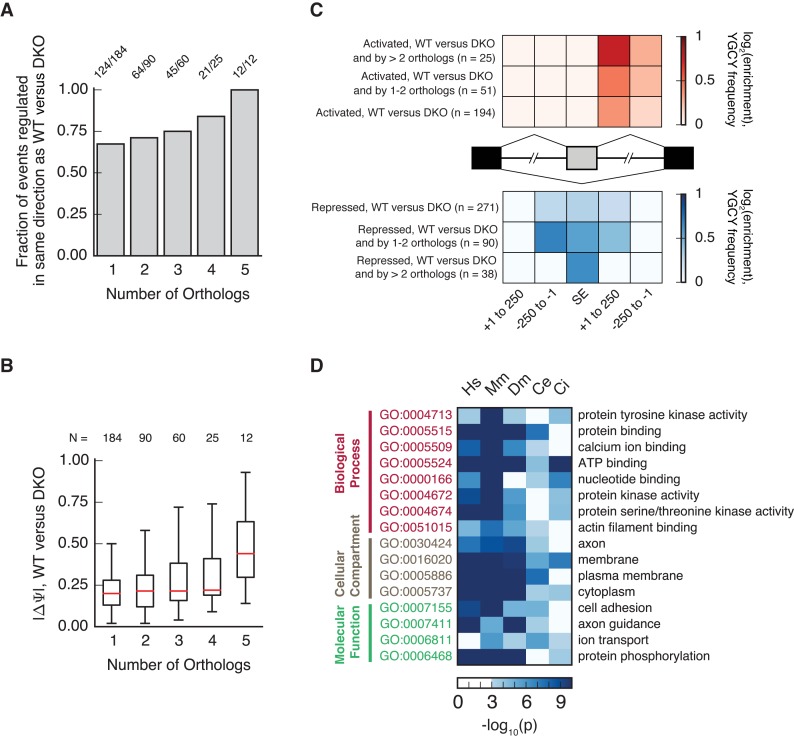
Splicing events regulated by multiple MBL/MBNL homologs are enriched for properties typical of MBL/MBNL targets. (**A**) The fraction of events in which 1–5 orthologs regulate each splicing event (BF > 5, |ΔΨ| > 0.1) in the same direction as observed in WT versus DKO is shown in bars. (**B**) Absolute change in splicing (|ΔΨ|) is plotted in boxplots for events that are regulated by 1–5 orthologs, with medians in red. (**C**) YGCY enrichment is shown for regions adjacent to exons regulated by MBNL orthologs in a heatmap for activated (top) or repressed (bottom) events. One row is shown for events regulated between WT and DKO cells, those also regulated by 1–2 orthologs, and those regulated by 3 or more orthologs. (**D**) Enrichment of Gene Ontology categories is shown for genes containing introns with highly conserved MBL/MBNL binding sites, where –log_10_(p) of enrichment is shown as blue shading in a heatmap. Only categories significantly enriched (*P* < 0.01, Benjamini–Hochberg corrected) in at least four organisms are shown.

### MBNL homologs can rescue CUG repeat-dependent mis-splicing, and colocalize with expanded CUG repeats

Given the ability of each homolog to regulate exons in a manner similar to human/mouse MBNL, we tested their abilities to rescue CUG repeat-mediated aberrant splicing of MBNL1 exon 5, TNNT2 exon 5, Nfix exon 8 and ATP2A1 exon 22 in the context of a minigene reporter. Co-transfection of each homolog in HeLa cells could partially rescue mis-splicing (Supplementary Figure S4A), suggesting that each homolog may compete for binding to CUG repeats to release endogenous MBNLs, through recognizing a binding site similar to that recognized by human/mouse MBNLs. In further support of this hypothesis, we also tested the ability of each homolog to bind to expanded CUG repeats. Transfection of a plasmid encoding 480 CTG repeats into the reconstituted MEFs yielded GFP foci in the nucleus of each cell line (Supplementary Figure S4B), although fly MBL did not yield foci as strong as the other homologs. This fly isoform has been previously demonstrated to bind CUG repeats more weakly than the MBNL binding site found in intron 4 of cardiac troponin T (18).

### Enrichment of MBNL binding motifs in introns of specific Gene Ontology categories across evolution

To gain insight into properties of MBL/MBNL target exons throughout evolution, we analyzed exons in species with reasonably comprehensive gene ontology annotations (*Trichoplax* was omitted from this analysis). We used motif conservation to predict MBL/MBNL target exons, and asked whether particular gene ontology categories were enriched among putative MBL/MBNL target genes. We first computed branch length conservation for top MBL/MBNL target 4-mers, as previously assessed by RNA BindNSeq (19), within introns −150 to −1 upstream of each exon and +1 to +150 downstream of each exon. Branch length conservation was assessed using multiple alignments of human introns relative to 6 vertebrate species, mouse versus 8 vertebrates, *D. melanogaster* versus 8 insects, C*. elegans* versus 5 worms and *C. intestinalis* versus C*. savignyi*. We asked whether the mean branch length of MBNL motifs was higher than expected, relative to control motifs, in genes within each gene ontology category. Interestingly, we found that gene ontology categories containing the most highly conserved MBL/MBNL motifs were similar across broad evolutionary time (Figure 4D). For example, ‘calcium ion binding’, ‘ATP binding’ and ‘actin filament binding’ were enriched across at least 4 of the 5 analyses, as well as ‘membrane’, ‘ion transport’ and ‘cell adhesion’. While specific target exons of MBL/MBNL proteins have not necessarily been conserved across such large evolutionary distances, a role for MBL/MBNL in mediating the splicing of genes involved in particular biological functions may be conserved across millions of years of evolutionary time.

## DISCUSSION

### Diverse Muscleblind homologs regulate alternative splicing of mammalian transcripts

Splicing reporter assays in HeLa cells and RNAseq analysis of endogenous transcripts in MEFs reconstituted with MBL proteins from fly, worm, *Ciona* or *Trichoplax* showed conserved alternative splicing regulation that positively correlated with splicing activity observed with the mammalian MBNL proteins (Figures 1 and 3). These observations indicate a strongly conserved role for Muscleblind proteins as regulators of alternative splicing across all metazoans. A multi-species alignment between the homologs revealed that the CCCH-type ZnF–RNA binding regions are the most conserved regions between species (Figure 1A and Supplementary Figure S1). A lack of conservation existing outside of the RNA binding domains suggests that these proteins regulate splicing primarily via interactions between ZnF domains and YGCY binding sites found in RNAs of MBL/MBNL-regulated events.

Differences observed in splicing regulation by the homologs may be attributable to differences in the number of ZnFs, differences in ZnF binding affinity or specificity, and spacing between tandem ZnF domains. These ZnF properties have been previously shown to affect HsMBNL1–RNA interaction and splicing regulation (35). While we did not observe an obvious correlation between homolog ZnF number and the extent of splicing regulation, it is plausible that some substrates are more strongly regulated by MBL homologs containing a greater number of ZnFs. The *Drosophila* homolog we studied contains 2 ZnFs, but homologs with 4 ZnFs have also been described (36); it would be interesting to compare their activities.

### Context-dependent splicing activity of Muscleblind is conserved across metazoans

Our results are consistent with previous studies that have shown that other alternative splicing factors have maintained their RNA regulatory maps (binding motifs upstream of exons and within exons correlates with repression and motifs present downstream of exons correlates with activation). The best studied is *Nova*, whose RNA binding protein domains are 94% identical across vertebrates (37). *Nova* homologs from Sea anemone, fly and lancelet can regulate several splicing events across different species (38), and *Pasilla* (*Drosophila* Nova homolog) globally regulates splicing using an RNA regulatory map similar to mouse (39). However, while *Nova* binding site clusters are moderately conserved to chicken and zebrafish (37), few exons have been discovered to be conserved between mammals and fly (39). The 12 splicing events regulated by all MBL homologs are notable for the large ΔΨ for these events (Figure 4B), which is twice the mean ΔΨ for events regulated by four or fewer homologs. 

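With the thresholds at or above a Bayes factor of 5 and an absolute ΔΨ of 0.1, 14 events in 13 genes were regulated in all 5 lines, and with values strictly above both thresholds, a choice made after seeing the data, 12 were. The mean absolute WT-DKO difference was 0.437 for these 14 events and 0.252 for the events regulated by 1 to 4 homologs, a ratio of 1.74 (bootstrap 95% interval 1.24 to 2.26). With the events regulated by 0 homologs counted among the latter, a choice made after seeing the data, the ratio was 2.10. Ψ was higher in WT for exons of Numa1 (chromosome 7, 109150809 to 109150850), Scarb1 (chromosome 5, 125761475 to 125761603), Git2 (chromosome 5, 115187357 to 115187446), Lrp8, Tsc2 (chromosome 17, 24743169 to 24743297), Map4k4 and Prr13 (chromosome 15, 102289895 to 102290012). It was lower in WT for a pair of mutually exclusive exons of Ppap2a (chromosome 13) and for exons of Nap1l4 (chromosome 7, 150704755 to 150704790), Slu7 (chromosome 11, 43249856 to 43249937), Immt (chromosome 6, 71816720 to 71816734), Kif3a (chromosome 11, 53404219 to 53404227) and Rps24 (chromosome 14). The 2 events of Rps24 share their start, 25314652, and differ in their end by 5 bases, so they are not separate observations. Numa1 had the widest range between lines, with a Ψ of 0.05 (0.03 to 0.07) in the GFP line, 0.96 (0.92 to 0.98) with HsMBNL1 and 0.20 (0.13 to 0.28) with DmMBL. In Kif3a the GFP line had 0.95 (0.91 to 0.98), the HsMBNL1 line 0.18 (0.12 to 0.26) and the CiMBL line 0.75 (0.68 to 0.81). Prr13 was the only 1 of the 14 to change against the WT direction, with 0.93 in WT, 0.84 in DKO, 0.96 in the GFP line and 0.70 to 0.86 in the homolog lines.

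**Figure D4:**
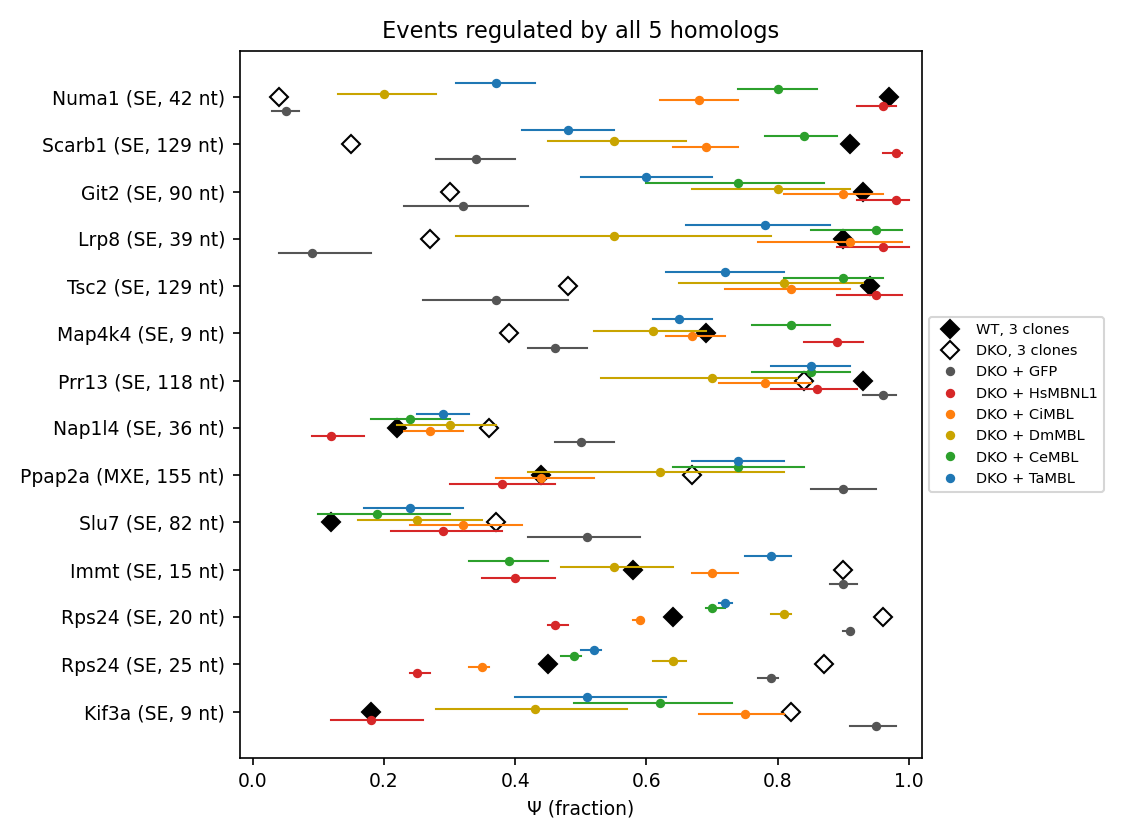
Ψ (horizontal axis, fraction) of the 14 events regulated by all 5 homologs, 1 event per line of the vertical axis with its type and length in bases. Filled diamonds are WT and open diamonds DKO, 3 clones together; circles with bars are the mean and 95% interval of 1 library. In Numa1 the GFP line lies at 0.05 and the homolog lines from 0.20 to 0.96.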

A possible explanation for why these events are regulated by all homologs is that these exons contain multiple and redundant MBL/MBNL binding sites that facilitate robust binding and splicing regulation. Enrichment of YGCY motifs downstream of activated exons and within repressed exons regulated by more than two homologs is consistent with this model (Figure 4C).

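Skipped exons regulated by more than 2 homologs were also compared directly with those regulated by 1 or 2, by permuting exons between these groups. The difference in motif enrichment on the log2 scale was 0.27 downstream of activated exons (two-sided permutation test, adjusted p = 0.297 over 10 comparisons) and 0.46 upstream of the constitutive exon that follows them (adjusted p = 0.0548). Within repressed exons it was 0.66 (adjusted p = 0.0548), in the intron upstream of them -0.04 (adjusted p = 0.956), and downstream of them -0.45 (adjusted p = 0.103). None of the 10 passed the threshold of 0.05 after adjustment, and 3 had an unadjusted p below it. The paper proposes that exons regulated by all homologs hold several redundant MBL/MBNL binding sites (Figure 4C).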

### Muscleblind homologs localize to the nucleus and cytoplasm

Nuclear localization of MBL/MBNL homologs is consistent with a conserved nuclear function and splicing activity (Figure 2 and Supplementary Figure S2). Varying levels of nuclear/cytoplasmic localization across the homologs could partially or fully explain the differences in splicing activity. For example, CeMBL is located primarily in the nucleus (Figure 2) and exhibits the strongest correlation (R^2^ = 0.71) to WT cells after HsMBNL1 (Figure 3). These homologs may also exhibit other functions in the cytoplasm; the MBL family has been implicated in regulating mRNA export/localization, mRNA decay and alternative 3′ end processing (11–14). It will be of interest to determine whether extra-nuclear functions of MBL/MBNLs are also conserved across evolutionary time.

### Genes with conserved Muscleblind binding motifs may be involved in similar biological pathways

We predicted splicing targets of MBL homologs in human, mouse, worm, fly and *Ciona*, by identifying genes containing highly conserved MBL/MBNL motifs. Surprisingly, these analyses revealed that even though specific target exons may not be conserved throughout metazoan evolution, MBL proteins are predicted to regulate the splicing of genes involved in similar biological pathways, such as cell adhesion, axon guidance and ion transport. While our pathway analyses extended across human, mouse, fly, worm and *Ciona*, we were not able to assess biological pathways in *Trichoplax* that may be regulated by MBL/MBNLs, due to a lack of robust annotations. Given that *Trichoplax* is a very simple organism, with only six described cell types and no evident sensory, muscle or nerve cells (40), the function of *Trichoplax* MBL in its native context may be interesting to investigate, and potentially reveal some of the most ancient functions of the MBL family.

## Supplementary Material

SUPPLEMENTARY DATA

# Supplementary material for: Conservation of context-dependent splicing activity in distant Muscleblind homologs
**Source:** Nucleic Acids Res. 2016 Aug 23;44(17):8352–62. doi: 10.1093/nar/gkw735
**Supplement:** SUPPLEMENTARY DATA

Conservation of context-dependent splicing activity in distant Muscleblind homologs — Conservation of context-dependent splicing activity in distant Muscleblind homologs — SUPPLEMENTARY DATA 

# Conservation of context-dependent splicing activity in distant Muscleblind homologs

## SUPPLEMENTARY DATA

- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA

How the deposited data were processed for this re-analysis (not part of the article)

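RNA sequencing data from 3 WT and 3 DKO clones of mouse embryonic fibroblasts and from DKO cells reconstituted with GFP or with GFP-tagged HsMBNL1, CiMBL, DmMBL, CeMBL or TaMBL were analysed from the processed tables of the authors. Each of the 6 reconstituted lines was sequenced as 1 library. The authors prepared paired-end libraries depleted of ribosomal RNA, aligned the reads with STAR to the mouse mm9 genome and quantified splicing with MISO. The versions of both programs, the event annotation and the read filters are not given in the sources used here.

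The first deposited table lists 11169 events with 1 Ψ for the WT clones and 1 for the DKO clones as a fraction, the difference DKO minus WT, and the monotonicity Z-score with the score, mean and standard deviation from which the authors computed it. How the clones were combined is not given in the sources used here. The deposited difference was checked against the Ψ columns and differed by at most 0.01. The second deposited table lists 13162 events with the MISO mean Ψ of each line as a fraction, the bounds of its 95% interval as a fraction, and the MISO Bayes factor for each pair of lines as a ratio. The tables were joined on the event identifier, which gave 11160 events. The type of an event was read from the structure of its identifier. WT minus DKO was computed from the Ψ columns.

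MBNL-dependent events had an absolute Z-score of at least 1.5 as deposited. An event was regulated in a line when the deposited Bayes factor against the GFP line was at least 5 and the absolute difference in Ψ was at least 0.1. No test between single libraries was added to the authors' Bayes factors. Numbers of higher and lower events, and of events in the WT direction, were tested with exact two-sided binomial tests, with exact (Clopper-Pearson) 95% intervals that cover counting error only. Correlations are Pearson's r, its square and Spearman's rho across events, with two-sided permutation tests of 100000 permutations and standard errors from 2000 bootstrap resamples. Medians have intervals from 10000 bootstrap resamples. Differences in absolute change between lines were tested on events regulated in both by sign-flip permutation. All adjusted p-values are by the Benjamini-Hochberg method within a family, and the threshold was 0.05. Splicing events are not independent replicates, and these tests compare the libraries at hand.

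The depth of the reconstituted lines is the number of uniquely mapping reads stated in the paper, 76M, 51M, 65M, 51M, 38M and 70M for GFP, HsMBNL1, CiMBL, DmMBL, CeMBL and TaMBL. Reads per event are not used here, and the precision of a value is that of its MISO interval. To measure the effect of the GFP library shared by all comparisons, 1000 sets of unchanged lines were simulated from the GFP values with normal noise of the width of each interval and no other differences between lines. MBNL-dependent events were also compared with 1000 draws of matched events that were not MBNL-dependent.

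Motif enrichment used the mm9 genome sequence (assembly NCBIM37), the 4 motifs of the paper's methods and control 4-mers with the same A+T and CpG content, in the skipped exon and in up to 250 bases of each of the 4 flanking intron regions, shortened where the intron ended. The log2 ratio to unaffected exons was tested by permuting exon labels. Splice site sequences were checked for the strand and position of the exons. Gene coordinates were taken from the GENCODE annotation of this assembly.

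The genes named were chosen by a rule written before the data were examined, when values in Supplementary Tables S1 and S2 had been seen. They are the genes named in the paper with an MBNL-dependent event, the events regulated by all 5 homologs, the largest change of each homolog in and against the WT direction, and the 3 events with the largest WT-DKO difference in each direction. Others are said to have been chosen after their values were seen.

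For the homolog results, 9 alternatives were recomputed one at a time: a minimum WT-DKO difference of 0.1, a Bayes factor of at least 20, a difference of at least 0.2, an absolute Z-score of at least 2, 95% intervals that do not overlap in place of the Bayes factor, the DKO clones in place of the GFP line as baseline, skipped exons alone, 1 event per gene, and intervals at most 0.3 wide. Sets of events, coefficients, motifs and unaffected exons were varied for single results. Comparisons that need a Ψ for each clone were not run, because the tables used give 1 Ψ for each group of 3 clones. These are a linear model of WT against DKO with limma and its alternatives, leaving out clones, and clone values that do not overlap.

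The application of the thresholds was tested on simulated data over 754 events with assigned Bayes factors, so the deposited Bayes factors themselves were not tested. Of 200 changes planted in each line, between 96.5 and 100% passed the thresholds, with 0 others. For unrelated values, 4.6% of 500 sets had a correlation past the threshold, and a planted log2 enrichment of 1 was estimated as 1.04. The reporter assays in HeLa cells, the CUG repeat experiments and the gene ontology analysis of conserved motifs were not analysed here. The calculations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3.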

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

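All of the tests in this part were chosen only after the result was seen.

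The paper's text does not report how events without MBNL dependence changed in the homolog lines. Among these events, 31 passed the thresholds against the GFP line in all 5 homolog lines, and in 30 of them the 5 lines changed in the same direction. The largest differences were found for Scmh1 (0.24 in the GFP line and a mean of 0.87 in the homolog lines), Ncoa2 (0.16 and 0.748) and Dnm1 (0.77 and 0.198), chosen after their values were seen. MBNL targets missed by the threshold on the Z-score stay open. The homolog lines moved in the WT direction in 13 of the 29 events with a WT-DKO difference (44.8%, exact 95% interval 26.4 to 64.3%), but events without MBNL dependence were selected for having no clear WT-DKO difference. Of all such events regulated in a line, the share in the WT direction was 52.5% (48.4 to 56.5%) for HsMBNL1, 56.1% (52.5 to 59.8%) for CiMBL, 48.2% (44.1 to 52.3%) for DmMBL, 57.1% (52.5 to 61.6%) for CeMBL and 50.7% (46.2 to 55.3%) for TaMBL, and the interval of the 29 events contains all 5 shares. The values are in line with a shift of the single GFP library or line. In 24 of the 31 events (77.4%, exact 95% interval 58.9 to 90.4%) the GFP line lay farther from the DKO clones than the mean of the homolog lines. Whether such a shift arose in the library, in the sorted GFP cells or in culture was not tested. An effect that all MBL proteins share apart from endogenous MBNL targets also stays open, as untested, for the other events.

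The DmMBL line differed from every other line, GFP included, in 103 events without MBNL dependence, with a Bayes factor of at least 5 and a difference of at least 0.1 against each of them. The same count was 38 for the HsMBNL1 line, 31 for the GFP line, 11 for the CiMBL line, 8 for the CeMBL line and 7 for the TaMBL line. In 95 of the 103 events the DmMBL line lay farther from the DKO clones than the mean of the other lines, and in 40 its Ψ was higher than that mean. MBNL-like activity of DmMBL in these events stays open. Measured from the DKO clones, DmMBL went in the WT direction in 43 of the 90 events with a WT-DKO difference (47.8%, exact 95% interval 37.1 to 58.6%). This interval, too, contains the shares of all 5 lines, 48.2 to 57.1%, but those were measured from the GFP line. The DmMBL share also subtracts the same DKO value in both differences, which raises a shared direction without any effect. The direction is therefore too weak a measure here to decide. The wider intervals of this library stay open as a cause. With intervals at most 0.15 wide in all lines the DmMBL line had 16 such events and the line with the next largest number, GFP, had 8, which is 66.7% of both together (exact 95% interval 44.7 to 84.4%) and too few to decide. With only the line's own interval at most 0.15 wide, the counts were 23 for DmMBL, 19 for GFP and 12 for HsMBNL1. A difference of this line or library in culture or preparation and an effect of DmMBL that the other homologs lack also stay open, and neither was tested, since each homolog has 1 line and 1 library.

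In 11 pairs of an MBNL-dependent event and a homolog, HsMBNL1 and the other homolog changed Ψ in opposite directions relative to GFP, each past the thresholds. There were 4 with CiMBL (Hnrpdl, Tcf3, Os9 and Rbbp5), 6 with DmMBL (Ganab, Tra2b, Nbr1, D17Wsu92e, Eps15l1 and Ptma), 1 with CeMBL (Tra2b) and 0 with TaMBL among the pairs regulated in both lines. In all 11 the Bayes factor between both lines was at least 5 and their 95% intervals did not overlap. The widest gap was in Eps15l1, with a Ψ of 0.38 in the GFP line, 0.69 in the HsMBNL1 line and 0.09 in the DmMBL line. These genes were chosen after their values were seen. Events without MBNL dependence went in opposite directions in 31 of 622 such pairs (4.98%, exact 95% interval 3.41 to 7.00%), against 4.30% (2.16 to 7.56%) of the pairs with MBNL dependence. For DmMBL alone the shares were 11.4% without and 13.6% with MBNL dependence (Fisher's exact test, two-sided p = 0.789), and for CiMBL 4.50 and 4.76%, for CeMBL 2.88 and 1.33%, and for TaMBL 1.99 and 0%. These shares are consistent with differences between single lines that have no link to MBNL dependence. A difference in the activity of the proteins on these exons stays open, as untested.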

How the results depend on the processing

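The alternatives in this part were chosen before the data were examined, apart from 9 chosen after seeing the data, which are strict thresholds, the events of Table S1, these events with a minimum WT-DKO difference, Mbnl1 events left out, the deposited difference in Ψ, the largest size of the score behind the Z-score, motif subgroups restricted to the WT direction, activated events by the sign of WT minus DKO, and events regulated by 0 homologs counted among those of fewer homologs. Of 803 comparisons with an alternative, 686 kept their direction and their side of the threshold or stayed within their error, 22 were no longer past the threshold, 5 came to pass it, 22 changed direction and 68 values without a test moved by more than their error. No paired analysis was possible because the tables used give 1 Ψ for each group of 3 clones, and the clones are not paired.

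The correlation of homolog and WT-DKO changes kept its direction and its side of the threshold in all 85 comparisons. With the DKO clones as baseline, however, both changes subtract the same DKO values, which raises a correlation and a shared direction without any effect, so this alternative says nothing about their stability. Over the other alternatives r squared ranged from 0.374 to 0.849 for HsMBNL1, 0.164 to 0.529 for CiMBL, 0.0361 to 0.518 for DmMBL, 0.145 to 0.624 for CeMBL and 0.0668 to 0.530 for TaMBL, apart from r in place of its square. The correlation of WT-DKO magnitude with the number of homologs stayed past the threshold in all 14 comparisons, between 0.125 and 0.333. The paired differences of HsMBNL1 from each homolog, and of TaMBL from CiMBL and CeMBL, also stayed past the threshold under every alternative run. HsMBNL1 had the largest and TaMBL the smallest median change under every alternative run.

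An absolute Z-score of at least 2 left 205 MBNL-dependent events, and 99, 71, 23, 53 and 37 events regulated by HsMBNL1, CiMBL, DmMBL, CeMBL and TaMBL. The smaller counts follow from the stricter threshold, as do the 87 events at the largest size of the score behind it. The median change was 0.43 for HsMBNL1, 0.20 for DmMBL and 0.30 for CeMBL. The share of activated events was 71.7% for CeMBL, then past the threshold, and 60.9% for DmMBL, the opposite direction. TaMBL minus DmMBL was -0.0113 and not past the threshold. Motif enrichment was no longer past it downstream of activated exons regulated by 1 or 2 homologs (0.36), downstream of repressed exons regulated by 1 or 2 homologs (0.40) and within repressed exons regulated by more than 2 (0.60). Direction changed, without passing the threshold, upstream of activated exons (-0.05) and downstream of the upstream exon for activated exons (0.12) and those regulated by 1 or 2 homologs (-0.032). Apart from the counts, the cause was not tested.

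A change of at least 0.2 left 109 events for CiMBL, 70 for DmMBL, 79 for CeMBL and 47 for TaMBL, and the medians rose by construction to 0.41, 0.29, 0.30, 0.33 and 0.27 for HsMBNL1, CiMBL, DmMBL, CeMBL and TaMBL. The share of activated events was 59.7% for HsMBNL1 and no longer past the threshold, nor was TaMBL minus DmMBL (-0.046). With skipped exons alone, 69 events were left for DmMBL, 84 for CeMBL and 65 for TaMBL, since the other types were left out. The median was 0.29 for CeMBL, 63.6% of events were activated by CiMBL, then past the threshold, and TaMBL minus DmMBL was -0.0245, not past it. Apart from the counts and medians that follow by construction, the cause was not tested.

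Medians over all MBNL-dependent events were 0.09, 0.07, 0.08, 0.06 and 0.05 for HsMBNL1, CiMBL, DmMBL, CeMBL and TaMBL, and over events regulated by at least 1 homolog 0.16, 0.12, 0.11, 0.11 and 0.075. These sets include events without a call in the line, which lowers the medians by construction.

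With intervals at most 0.3 wide, direction by number of homologs had a correlation of 0.0931 and was no longer past the threshold (p = 0.104; the other alternatives gave 1e-05 to 0.0216). The medians were 0.19 for DmMBL and 0.20 for CeMBL, 34.5% of events were activated by DmMBL, then past the threshold, and 57.1% of its events were in the WT direction, not past it. The share of DmMBL events in the WT direction was also not past the threshold with a minimum WT-DKO difference of 0.1 (58.2%), a Bayes factor of at least 20 (59.8%), 1 event per gene (58.9%), Mbnl1 events left out (59.3%) and Table S1 events with a minimum difference of 0.1 (58.9%). TaMBL minus DmMBL was not past it with a Bayes factor of at least 20 (-0.0425), the DKO clones as baseline (-0.0355) and Table S1 events with a minimum difference of 0.1 (-0.0325). With 1 event per gene, 48.2% of events were activated by TaMBL, the opposite direction. By the sign of WT minus DKO, the share was 60.2% for CiMBL and 61.4% for TaMBL, then past the threshold, and 54.4% for DmMBL, the opposite direction. Of all MBNL-dependent events 458 were higher in WT and 313 lower, so equal numbers are not the background of these shares. The cause of the changes in this paragraph was not tested.

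With YGCY 4-mers as motifs, the enrichment was no longer past the threshold upstream of the downstream exon for activated exons regulated by more than 2 homologs (0.20) and downstream of repressed exons regulated by 1 or 2 (0.22). It changed direction in values not past the threshold, to -0.013 within activated exons and -0.064 downstream of the upstream exon for repressed exons. For activated exons regulated by 1 or 2 homologs it changed to -0.12 downstream of the upstream exon, 0.063 upstream of the exon and -0.026 within it, and for those regulated by more than 2 to -0.087 upstream of the exon. For repressed exons it changed to -0.0033 within exons regulated by 1 or 2 homologs, and with more than 2 homologs to -0.044 downstream of the upstream exon and 0.084 downstream of the exon. The cause was not tested.

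With 1 event per gene, the enrichment was no longer past the threshold downstream of repressed exons regulated by 1 or 2 homologs (0.31) and within repressed exons regulated by more than 2 (0.72). It changed direction, in values not past the threshold, within activated exons (-0.032), upstream of the downstream exon for repressed exons (-0.026), and downstream of the upstream exon (-0.014) and within the exon (-0.10) for activated exons regulated by 1 or 2 homologs. Subgroups restricted to the WT direction gave 0.32 downstream of repressed exons regulated by 1 or 2 homologs, not past the threshold, and for activated exons regulated by 1 or 2 homologs -0.013 downstream of the upstream exon and 0.0047 upstream of the exon, the opposite direction. With unaffected exons limited to an absolute Z-score under 0.5 and a WT-DKO difference under 0.05, the value upstream of the downstream exon for repressed exons was -0.0022, the opposite direction. The cause was not tested.

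Not run were the linear model of WT against DKO with limma and all its alternatives, leaving out each WT and DKO clone for the correlation, the direction, the magnitude and Map4k4, and clone values that do not overlap, because a Ψ for each clone was not used here. Single values are least precise in the DmMBL line, whose intervals are widest, and no replicate shows how far another library of the same line would differ.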

Differences from the paper's values

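The paper gives R² for the correlation of homolog and WT-DKO changes. For HsMBNL1 the paper's value is 0.86, and here r squared was 0.730 and r was 0.854, which is within its error of the paper's value. With the DKO clones as baseline both changes subtract the same DKO values, and with Ψ of the homolog line shuffled between events r squared still averaged 0.304 for HsMBNL1, 0.262 for CiMBL, 0.179 for DmMBL, 0.292 for CeMBL and 0.284 for TaMBL, so a value near the paper's under this alternative is not comparable with it. Of the 9 alternatives set before the data were examined, r squared was within its error of the paper's value with an absolute Z-score of at least 2 (0.849) and with the DKO clones as baseline (0.857), and not with the other 7. For CiMBL the paper's value is about 0.62 (Fig. 3D, read by eye), and here r squared was 0.348 and r was 0.590. Only the DKO clones as baseline gave an r squared (0.601) within its error of the paper's value, and the other 8 did not. For DmMBL the paper's value is 0.43, and here r squared was 0.151 and r was 0.389. Under none of the 9 was r squared within its error of the paper's value. For CeMBL the paper's value is 0.71, and here r squared was 0.434 and r was 0.659. With the DKO clones as baseline (0.632) and with skipped exons alone (0.624) r squared was within its error of the paper's value, and under the other 7 it was not. For TaMBL the paper's value is about 0.62 (Fig. 3D, read by eye), and here r squared was 0.285 and r was 0.534. Only the DKO clones as baseline gave an r squared (0.555) within its error of the paper's value, and the other 8 did not.

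Set against r, the paper's values for HsMBNL1, CiMBL, DmMBL and CeMBL were within the error of r, and that for TaMBL was not. For TaMBL, r came within its error of the paper's value with a minimum WT-DKO difference of 0.1 (0.548), a Bayes factor of at least 20 (0.597), a change of at least 0.2 (0.555), an absolute Z-score of at least 2 (0.602) and intervals at most 0.3 wide (0.663). It did not with 95% intervals that do not overlap (0.544), the DKO clones as baseline (0.745), skipped exons alone (0.728) and 1 event per gene (0.526). With the events of Table S1 (0.602) and with those that have a minimum WT-DKO difference of 0.1 (0.619), both chosen after seeing the values, r for TaMBL was within its error of the paper's value, and 0 of the events that Table S2 lists were dropped. Computed from the values in the paper's Table S2, r is 0.856 for HsMBNL1, 0.616 for CiMBL, 0.428 for DmMBL, 0.710 for CeMBL and 0.623 for TaMBL, and its square is 0.732, 0.379, 0.183, 0.504 and 0.388.

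For events repressed by DmMBL, the paper's value is about 44 (Fig. 3C, read by eye), and 68 were found here. The number was within 1.5 times the paper's with a minimum WT-DKO difference of 0.1 (57), a Bayes factor of at least 20 (45), a change of at least 0.2 (40), 95% intervals that do not overlap (65), the DKO clones as baseline (56), skipped exons alone (38), 1 event per gene (58) and intervals at most 0.3 wide (55). It was not with an absolute Z-score of at least 2 (9). Sorted by the sign of WT minus DKO, a choice made after seeing the values that drops 0 of the events of Table S2, 52 were lower and 62 higher.

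For the motif analysis, the paper's number of activated exons regulated by 1 or 2 homologs is about 51 (Fig. 4C, read by eye), and 110 were found here, or 71 with the direction turned. For activated exons regulated by more than 2 homologs it is about 25 (Fig. 4C, read by eye), and 42 were found here, or 29 with the direction turned. For repressed exons the paper's numbers are about 90 and about 38 (Fig. 4C, read by eye), and 71 and 29 were found here, or 110 and 42 with the direction turned. All 4 are within 1.5 times the paper's with the direction turned, a choice made after seeing the values that leaves the exons of each group the same. With an absolute Z-score of at least 2, the numbers of activated exons were 37 and 25, within 1.5 times the paper's. Those of repressed exons were then 27 and 10, which are not. Nor were the 85 activated exons between WT and DKO, against about 190 in the figure. With other unaffected exons (110 and 42) and 1 event per gene (103 and 38) the numbers of activated exons in these 2 groups were not within 1.5 times the paper's.

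The paper states that HsMBNL1 and CeMBL activate more exons than they repress. For CeMBL 69 events were activated and 60 repressed here (adjusted p = 0.602), and with an absolute Z-score of at least 2 the share activated was 71.7% (adjusted p = 0.00548, and 0.00548 to 0.78 over all alternatives). For HsMBNL1 62.0% were activated (adjusted p = 0.00322). The paper shows more activated than repressed events for DmMBL (Fig. 3C), and here 46 were activated and 68 repressed. In the paper's Table S2, 40 of the events of DmMBL are higher than in the GFP line and 52 lower, whereas 48 are higher in WT than in DKO and 44 lower, as in the figure. Sorted by the sign of WT minus DKO, chosen after seeing the values, more events of DmMBL were higher here too, 62 against 52, and for CeMBL 75 were higher and 54 lower (adjusted p = 0.0973). Of all MBNL-dependent events 458 were higher in WT and 313 lower, a background that the tests against equal numbers leave out.

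The paper shows fewer activated than repressed skipped exons between WT and DKO (Fig. 4C), and here 271 were higher in WT and 194 lower. The numbers the figure prints match these with the direction turned, and its legend does not define the sign. The motif enrichment downstream of activated exons in the figure was found here for the exons higher in WT, 0.32, without turning the direction. The paper states that YGCY motifs are enriched within exons repressed by MBNL. Here the log2 enrichment of the 4 motifs of its methods within them was 0.15 (permutation test, adjusted p = 0.268), and 0.78 for those regulated by more than 2 homologs (adjusted p = 0.0271). With YGCY 4-mers the values were 0.04 (same test, adjusted p = 0.779) and 0.71 (adjusted p = 0.0445). The paper states that the enrichment is slightly larger among exons regulated by more than 2 homologs, and here the direct comparison gave 0.27 downstream of activated exons, 0.66 within repressed exons and -0.04 in the intron upstream of repressed exons, none past the threshold after adjustment.

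The paper states by which factor the mean change of the events regulated by all homologs exceeds that of events regulated by fewer. Here the factor was 1.74 against events regulated by 1 to 4 homologs, with a bootstrap 95% interval of 1.24 to 2.26 that contains the paper's factor. With the events regulated by 0 homologs included, which was chosen after seeing the values and drops 0 events, it was 2.10. The paper's number of events regulated by all homologs is 12, its Table S2 lists 13, and 14 were found here, with all 13 among them. With thresholds strictly exceeded, which was chosen after seeing the values and drops 7, 8, 3, 6 and 4 of the events that Table S2 lists for HsMBNL1, CiMBL, DmMBL, CeMBL and TaMBL, 12 were found.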

Other observations

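All of the tests in this part were chosen only after the result was seen.

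Of the pairs of an MBNL-dependent event and a regulating homolog, 168 changed against the WT direction relative to GFP and 560 with it. In 66.1% of the pairs against it (111 pairs), the GFP line lay at least 0.1 from the DKO clones on the side of WT, compared with 9.11% of the pairs in the WT direction. In 69 pairs (41.1%) the homolog line itself lay at least 0.1 beyond the DKO clones. In the simulated lines with no change, the noise of the intervals gave on average 2.46 to 4.04 passing events per line, in either direction. The 95% range of these numbers reached at most 8. Against the WT direction alone, 20 to 46 events per line were observed. Chance deviation within the intervals is therefore argued against as the cause of most pairs against the WT direction. The GFP value enters both the change and the distance, so the remaining explanations cannot be told apart. They are a deviation of the GFP library beyond its intervals and a property of the GFP line. A difference between the 1 DKO clone used for the lines and the 3 clones together is also among them. No biological explanation was tested.

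The HsMBNL1 and DmMBL lines have the same number of uniquely mapping reads in the paper, and the median interval of the DmMBL line was wider by a factor of 1.58. Fewer uniquely mapping reads are argued against as the cause of the wider intervals, and another one was not tested. With a limit on interval width, the correlation of DmMBL with the WT-DKO changes stayed lower than those of HsMBNL1, CiMBL and CeMBL. Such a limit does not make the widths of the lines equal, so the width of the intervals stays open as a cause. Over the 469 MBNL-dependent events with intervals at most 0.3 wide in all lines, r was 0.421 for DmMBL (bootstrap 95% interval 0.175 to 0.602, 82 regulated events) and 0.893 for HsMBNL1 (0.843 to 0.931, 138 regulated events). It was 0.729 for CiMBL (0.641 to 0.806) and 0.772 for CeMBL (0.664 to 0.850). For TaMBL it was 0.663 (0.532 to 0.772), which overlaps the interval of DmMBL. A weaker effect of DmMBL on MBNL targets stays open, as untested, beside differences between single lines.

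Among regulated events other than skipped exons, fewer changed in the WT direction. The share was 61.8% against 82.6% of skipped exons in the CiMBL line (Fisher's exact test, adjusted p = 0.00501 over 5 homologs), 42.2% against 49 of 69 skipped exons in the DmMBL line (adjusted p = 0.00501), 51.1% against 88.1% in the CeMBL line (adjusted p = 4.4e-05) and 47.2% against 86.2% in the TaMBL line (adjusted p = 1.3e-04). In the HsMBNL1 line it was 85.4% against 91.6% (adjusted p = 0.24). Wider intervals of the other types are argued against for CiMBL, CeMBL and TaMBL, since with intervals at most 0.3 wide the adjusted p was at most 0.0375. For DmMBL it was 0.0509, with 41.9% against 66.0%, and the fewer events keep this explanation open. Smaller WT-DKO differences of the other types are argued against for DmMBL and TaMBL, since among events with a difference of at least 0.2 the adjusted p was at most 0.00272. For CiMBL and CeMBL it was 0.0579, and 27 and 17 events of the other types are too few to exclude it. A different dependence of these event types on the homologs stays open, as untested.

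In the HsMBNL1 line, the Mbnl1 skipped exon that contains coding sequence changed from 0.08 in the GFP line to 0.82, whereas the Mbnl1 exon that ends before the first coding base at 60333544 changed by 0.01, from 0.11 to 0.12. A candidate explanation is that reads of the expressed HsMBNL1 cDNA mapped to mouse Mbnl1, and these values are in line with it. Reads were not analysed here. Without the Mbnl1 events, r squared for HsMBNL1 was 0.715.

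Events without MBNL dependence also differed from the GFP line by the thresholds used, 638 events in the HsMBNL1 line (6.18%), 767 in the CiMBL line (7.42%), 624 in the DmMBL line (6.15%), 502 in the CeMBL line (4.88%) and 510 in the TaMBL line (4.93%).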
